# Effect of *DLK1* and *RTL1* but Not *MEG3* or *MEG8* on Muscle Gene Expression in Callipyge Lambs

**DOI:** 10.1371/journal.pone.0007399

**Published:** 2009-10-09

**Authors:** Jolena N. Fleming-Waddell, Gayla R. Olbricht, Tasia M. Taxis, Jason D. White, Tony Vuocolo, Bruce A. Craig, Ross L. Tellam, Mike K. Neary, Noelle E. Cockett, Christopher A. Bidwell

## Abstract

Callipyge sheep exhibit extreme postnatal muscle hypertrophy in the loin and hindquarters as a result of a single nucleotide polymorphism (SNP) in the imprinted *DLK1-DIO3* domain on ovine chromosome 18. The callipyge SNP up-regulates the expression of surrounding transcripts when inherited in *cis* without altering their allele-specific imprinting status. The callipyge phenotype exhibits polar overdominant inheritance since only paternal heterozygous animals have muscle hypertrophy. Two studies were conducted profiling gene expression in lamb muscles to determine the down-stream effects of over-expression of paternal allele-specific *DLK1* and *RTL1* as well as maternal allele-specific *MEG3, RTL1AS* and *MEG8*, using Affymetrix bovine expression arrays. A total of 375 transcripts were differentially expressed in callipyge muscle and 25 transcripts were subsequently validated by quantitative PCR. The muscle-specific expression patterns of most genes were similar to *DLK1* and included genes that are transcriptional repressors or affect feedback mechanisms in β-adrenergic and growth factor signaling pathways. One gene, phosphodiesterase 7A had an expression pattern similar to *RTL1* expression indicating a biological activity for *RTL1* in muscle. Only transcripts that localize to the *DLK1-DIO3* domain were affected by inheritance of a maternal callipyge allele. Callipyge sheep are a unique model to study over expression of both paternal allele-specific genes and maternal allele-specific non-coding RNA with an accessible and nonlethal phenotype. This study has identified a number of genes that are regulated by *DLK1* and *RTL1* expression and exert control on postnatal skeletal muscle growth. The genes identified in this model are primary candidates for naturally regulating postnatal muscle growth in all meat animal species, and may serve as targets to ameliorate muscle atrophy conditions including myopathic diseases and age-related sarcopenia.

## Introduction

Callipyge sheep are a well recognized model for muscle growth and polar overdominant inheritance. Callipyge animals exhibit a 30–40% increase in postnatal muscle growth of the pelvic and loin muscles as well as a 6–7% decrease in total fat content [1]–[5]. The muscle hypertrophy phenotype is the result of an increase in both the size and proportion of type IIB glycolytic myofibers, while the total number of myofibers is not affected [6]–[8].

The callipyge mutation (*C*) is a single nucleotide polymorphism that is located in an intergenic region between *Delta-like homologue 1 (DLK1)* and *Maternal Expressed Gene 3* (*MEG3*) in the *DLK1-DIO3* imprinted domain on ovine chromosome 18 (Figure 1) [9]–[11]. The callipyge phenotype was the first demonstration of polar overdominance in mammals [12], [13]. Paternal heterozygous (+/*C^Pat^*) lambs exhibit the callipyge phenotype of muscle hypertrophy, but maternal heterozygous (C*^Mat^*/+) and homozygous (*C/C*) lambs have muscle growth equivalent to normal (+/+) lambs [12], [13]. There has been evidence for polar overdominance effects of the orthologous *DLK1/MEG3* region on birth weight, weaning weight, and average daily gain in pigs [14], [15] and childhood obesity in humans [16].

**Figure 1:**
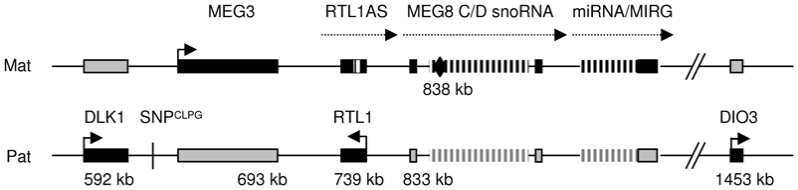
Organization of the *DLK1-DIO3* gene cluster in mammals. The relative positions of the maternal non-coding RNA genes and paternal protein coding genes are based on the bovine chromosome 21 sequence contig NW_001494068. The genes are shaded black on the parent-of-origin chromosome to indicate their allele-specific expression. The protein coding genes are expressed from the paternal allele (pat) and the non-coding RNA are expressed from the maternal allele (mat). The causative mutation (SNP^CLPG^) for the callipyge phenotype lies in the intergenic region between *DLK1* and *MEG3*. The black diamond indicates the approximate position of Affymetrix probe Bt18078.1.S1_at. The presence of C/D snoRNA and most miRNA have been detected in the bovine genome sequence but have not been confirmed in sheep.

The callipyge mutation has altered a putative long range control element [17] but has not altered the parent-of-origin allele-specific expression [10]. In all hypertrophied muscles of callipyge sheep (*+/C^Pat^*) that have been examined to date, there is elevated expression of both paternal allele-specific protein coding genes, *DLK1* and *Retrotransposon-like 1* (*RTL1*; Figure 1), making it ambiguous as to which gene causes muscle hypertrophy [10], [18]–[21]. Transgenic mice over-expressing *DLK1* in skeletal muscle had a significant increase in muscle mass and muscle fiber size compared to normal mice and this study concluded that *DLK1* was the cause of muscle hypertrophy in callipyge sheep [22]. Animals possessing a maternally inherited callipyge allele (*C^Mat^/+* and *C/C)* show up-regulation of the maternally expressed non-coding RNA transcripts (Figure 1): *RTL1-antisense (RTL1AS)*, *MEG3* and *Maternally Expressed Gene 8 (MEG8)* in skeletal muscle [10], [18], [20], [21], [23]. Homozygous (*C/C*) animals exhibit a *cis* effect of the mutation on both the paternal and maternal allele-specific genes, however, the paternal allele specific genes are expressed at a lower level than in callipyge (*+/C^Pat^*) lambs [10], [18]. This led to the hypothesis of a *trans*-interaction between the products of the maternal and paternal alleles to create the polar overdominant inheritance of the callipyge phenotype [17]. Four microRNA have been detected in *longissimus dorsi* of *C/C* animals from the maternal transcript, *RTL1AS*, along with their cleavage products from the paternal *RTL1* transcript, demonstrating a *trans*-interaction of the alleles in sheep [24]. This result suggests that *RTL1/RTL1AS* expression is responsible for polar overdominance and the biological activities of both genes contribute to muscle hypertrophy.

*DLK1* is widely expressed in many tissues during mammalian embryonic development [25]–[27] and is implicated as an important developmental growth factor. The glycoprotein has six EGF-like repeats in an extracellular domain and a transmembrane domain [28]. The circulating cleavage product was shown to be identical to fetal antigen 1, found in the serum of pregnant females and in amniotic fluid [28], [29]. Splice variants of *DLK1* have in-frame deletions of the sixth EGF repeat and parts of the juxtamembrane domain and those translation products remain membrane associated [30], [31]. A membrane bound splice variant of *DLK1* appears to be the predominant transcript in sheep muscle [22]. The DLK1 protein was highly abundant in the endomycium surrounding individual myofibers and the perimycium separating fiber bundles of hypertrophied callipyge muscles [8].

*RTL1*, also known as *PEG11*, has evolved from an ancestral *gypsy* LTR- retrotransposon insertion prior to the divergence of marsupials and placental mammals and has gained function in the mammalian genome [32], [33]. A placental function for the *RTL1* gene has been determined by gene targeting in mice to generate both *RTL1* knock-out and over-expression due to the loss of *RTL1AS* microRNA [34]. Both models showed developmental and growth changes related to the fetal-maternal interface of the placenta. Histological analysis showed abnormalities in the endothelial cells of the fetal capillaries at the maternal-fetal interface and the RTL1 protein was localized in the perinuclear areas of the endothelial cells [34].

All of the maternal allele-specific transcripts produce non-coding RNA. *MEG3* is expressed in many tissues during development including the central nervous system and most mesoderm derived tissues where it is co-expressed with *DLK1* [26]. Thirteen splice variants of *MEG3* exist in mouse embryos [35] and at least five mRNA variants have been detected in sheep skeletal muscle [36]. The *MEG8* gene is conserved between sheep and humans and four exons of the 5′ end of the *MEG8* gene were present in the ovine contig sequence (AF354168) [37]. One C/D snoRNA precursor was detected in an intron of the human and ovine genes and the human gene was predicted to host two additional clusters of C/D snoRNA precursors in the introns of *MEG8* (Fig. 1) [38]. The *Rian* gene (RNA imprinted and accumulating in nucleus) in the mouse was found in a similar location as *MEG8* and hosts nine C/D snoRNA but has little sequence similarity [38], [39].

The *DLK1*-*DIO3* domain contains the largest known microRNA cluster and has been detected in silico in all mammals with a complete genome sequence (Fig. 1) [40]–[43]. The microRNA genes were found as single genes and as tandem arrays in mouse and human [40], [41]. They are expressed from the maternal allele in the mouse embryo (head, body and placenta) but expression in the adult is restricted to the brain [41]. In the mouse, it has been suggested that there is a long maternal allele-specific transcript originating from *MEG3/Gtl2* gene through the microRNA containing gene (*Mirg*) [39] or there may be a series of overlapping transcripts [44]. The ovine genome sequence is not available for this region but many of these C/D snoRNA and microRNA genes are annotated in the bovine genome sequence and several of these microRNA have been detected by sequencing [45].

The purpose of this study was to identify downstream targets and pathways responding to the over-expression of paternal allele-specific and maternal allele-specific genes due to the callipyge mutation. We have used the Affymetrix Bovine Expression Array due to the high degree of similarity of ovine and bovine gene sequences [46] and the availability of the bovine genome sequence and annotation. We were making the assumption that the microarray probes detect the orthologous ovine transcript and previous results indicate that this was the case [47], [48]. The effects of up-regulation of *DLK1* and *RTL1* were measured by comparing callipyge (*+/C^Pat^*) to wild-type (+/+) muscles at three ages during the initial development of muscle hypertrophy and one age after hypertrophy was well established. The effects of the maternal transcripts *MEG3*, *MEG8* and their associated small RNA on muscle gene expression were determined at a single age by comparing *C^Mat^/+* and *C/C* expression profiles to *+/C^Pat^* and +/+ expression profiles.

Two previous studies have been published on gene expression in the *longissimus dorsi* of callipyge sheep by our group and our collaborators [47], [48]. The current study extends our knowledge by profiling the *semimembranosus*, which has the largest magnitude of hypertrophy [2], [3], [5] and uses a more extensive postnatal developmental series. Differences in gene expression profiles between the two muscles could be expected due to different locations, functions, and fiber type proportions of the normal muscles, but transcripts that are directly influenced by *DLK1* or *RTL1* should have a similar response in these two hypertrophied muscles. A subset of the genes were tested for differential gene expression by quantitative PCR in two muscles that become hypertrophied, the *longissimus dorsi* and *semimembranosus*, and one muscle that does not hypertrophy, the *supraspinatus*, in a larger set of callipyge sheep with known phenotypic data. The spatial and temporal patterns of gene expression will allow us to discern some direct transcriptional responses to *DLK1* and *RTL1* from secondary and tertiary changes in expression due to the muscle hypertrophy.

## Results

Phenotypic data for muscle weights of animals sampled for this experiment (Figure 2) show the characteristic muscle hypertrophy responses that have been previously reported for callipyge lambs [1]–[3]. The regression analysis of muscle weights on live weights show that callipyge (*+/C^Pat^*) *longissimus dorsi* (Fig. 2A) and *semimembranosus* (Fig. 2B) grew at a faster rate than normal (*+/+*) lambs after birth (P<0.0001 for both). The *supraspinatus* (Fig. 2C) regression shows no effect of genotype (P = 0.6999) at any live weight, making the *supraspinatus* an appropriate non-hypertrophied control muscle for the gene expression experiments. Furthermore, the intercept values for all three muscles were not significantly different between callipyge and normal animals indicating that the callipyge lambs have normal muscle development at birth and hypertrophy develops postnatally.

**Figure 2:**
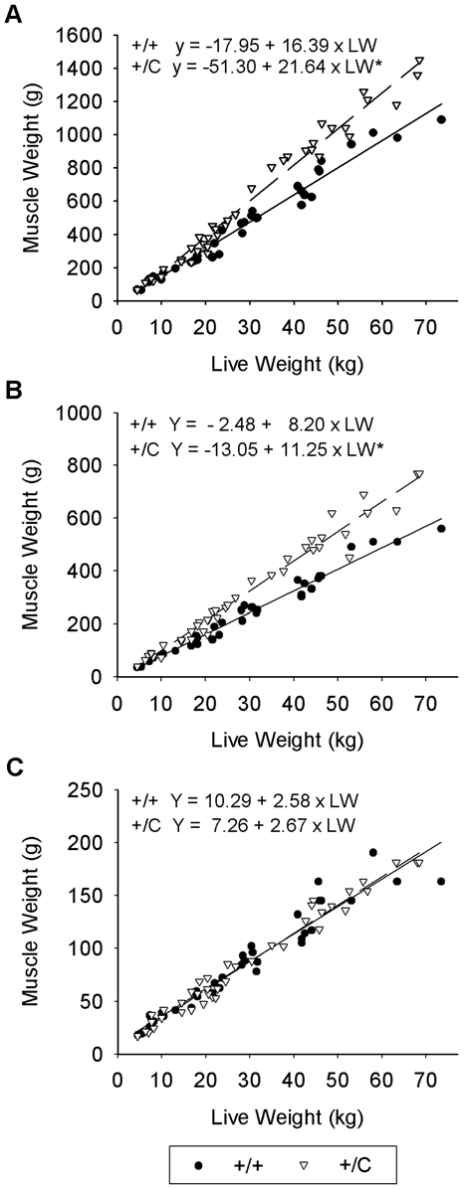
Muscle weight changes in callipyge (+/C) and normal (+/+) lambs. Muscle weights were regressed on live weight for the *longissimus dorsi* (A), *semimembranosus* (B) and *supraspinatus* (C). Equations are given for each muscle and genotype with an asterisk indicating statistical significance (P<.0001) in slopes and overall equations. There were no effects of genotype on the intercepts of any regression lines. The *longissimus dorsi* and *semimembranosus* muscles of callipyge lambs grew at a faster rate that normal lambs, but growth of the supraspinatus was not affected by genotype.

One objective was to identify the early transcriptional changes that lead to muscle hypertrophy, so three of the four ages used for microarray analysis (10, 20 and 30 days of age) are prior to sufficient protein accretion (4–18 kg live weight) for muscle weights of callipyge lambs to be statistically heavier than normal lambs. Therefore, cross sectional areas of fast and slow twitch myofibers were measured in the *semimembranosus* muscle of 20 and 30 day old lambs as a more sensitive measure of the onset of muscle hypertrophy. Cross sectional areas and the proportion of fast and slow twitch myofibers were analyzed for the effect of age and genotype. There were no significant effects of age so the results shown (Fig. 3) were pooled from both ages. Callipyge (*+/C^Pat^*) lambs exhibited larger cross sectional areas of fast twitch fibers (P = 0.0009), which were on average 72% larger than normal (*+/+*) counterparts. The proportion of slow twitch fibers were not different (P = 0.2259) between genotypes but there was a trend for cross sectional area of slow twitch fibers (P = 0.0804) to be larger in callipyge lambs at these ages (Figure 3). The phenotypic data demonstrate that the process of hypertrophy had begun at these young ages and the complete sample collection is appropriate for microarray analysis and quantitative PCR validation of transcriptional changes that result in muscle hypertrophy.

**Figure 3:**
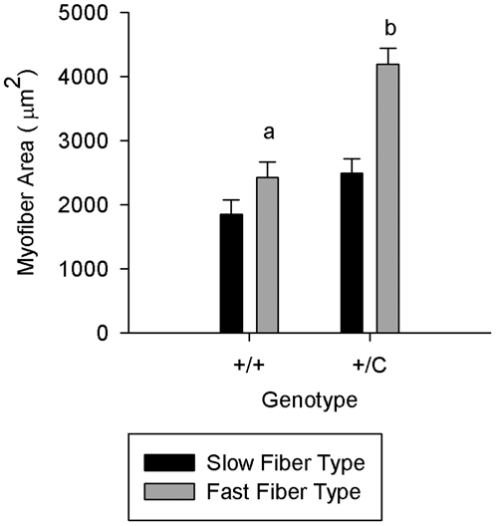
Myofiber area of *semimembranosus* muscles in callipyge and normal lambs. Cross sectional areas of fast and slow twitch myofibers of 20–30 day old callipyge and normal lambs are shown. Differing lower case letters indicate significance between genotypes (P = 0.0009). There was a trend (P = 0.0804) for the area of slow twitch fibers to be larger in callipyge lambs. These results indicated hypertrophic growth had begun in callipyge lambs at these ages.

### Paternal Callipyge Allele Study

This experiment compared gene expression in the callipyge (*+/C^Pat^*) and normal (+/+) genotypes over a developmental time course of four postnatal ages (10, 20, 30 and 80 D). 

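RNA from the *semimembranosus* of 16 lambs was hybridized to 16 bovine Affymetrix arrays, 1 array for each lamb, with 2 callipyge (*+/C Pat*) and 2 normal (+/+) lambs at each of 10, 20, 30 and 80 d of age. The authors interpreted the array images by RMA, which gives a normalized log2 value for each probe set, and deposited these values together with MAS5 values of the same arrays on a linear intensity scale. Sheep RNA was read by probes designed on bovine sequence, so the level of a probe set was compared between lambs and not with that of another probe set. The value table held 24128 probe sets. After 112 control probe sets were left out, 24016 probe sets were tested, of which 13292 had 1 gene symbol in the annotation of the platform, 86 had several and 10638 had none listed. A further 10 probe sets were named from Table 2 and 87 from Table S1, whose names follow the annotation used by the paper. The median RMA value of an array was 5.24 to 5.44 in normal lambs and 5.25 to 5.41 in callipyge lambs. The RMA values did not share a distribution across arrays: the mean over probe sets was 5.67 to 5.68 in the 10 arrays at 30 d and 5.66 to 5.7 in the arrays of the first lamb of each genotype at 20 d, against 5.5 to 5.52 in the other 10 arrays. Which arrays were normalized together is not given in the sources used here. Both genotypes were equally represented in each of these sets, whereas the age of 30 d and the set of its arrays can be told apart only through the first lambs at 20 d, whose values were distributed like those at 30 d (median distance between distributions 0.0455). A linear model with a mean for each genotype and age was fitted to the RMA values of each probe set with limma, whose empirical Bayes step shares information on the spread between probe sets. The difference between callipyge and normal lambs was averaged over the 4 ages, and p-values were adjusted by the Benjamini and Hochberg method with the threshold of the paper, 0.1. The number of arrays limits the precision: in simulated data with the spread of these arrays, 72% of the probe sets changed by 0.5 on the log2 scale and 98.5% of those changed by 1 were recovered for genotype. In that simulation 200 probe sets were changed, and 33 unchanged ones also passed the threshold.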

Microarray analysis of the semimembranosus RNA (n = 16) on the bovine Affymetrix GeneChip produced signals from 16,369 probe sets that correspond to 16,034 Unigene transcripts. 

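*LDHB*, the lactate dehydrogenase subunit of heart and oxidative muscle, was lower by 2.39-fold in callipyge (*+/C Pat*) than in normal (+/+) muscle (log2 difference -1.26, SE 0.123, n = 8 lambs per genotype, adjusted p = 7.57e-05 from limma). *RCAN1*, an inhibitor of calcineurin, was higher by 2.4-fold (log2 difference 1.26, SE 0.242, adjusted p = 0.0142). In all, 784 of the 24016 probe sets had an effect of genotype at an adjusted p under 0.1, in 539 named genes, with a median absolute log2 difference of 0.452. The callipyge lambs lay entirely above or entirely below the normal lambs at all 4 ages in 288 of these probe sets, where chance separates 2 lambs from 2 in 33.3% of cases at a single age. An age effect was called in 6180 probe sets, but age and the set of arrays at 30 d can be told apart only through the first lambs at 20 d. *FBXO32*, a ubiquitin ligase of muscle atrophy, rose from a mean of 7.94 at 10 d to 10.86 at 80 d (adjusted p = 0.00327 from the F-test of limma), and *YPEL3* rose from 8.05 to 10.03 (adjusted p = 0.00354). *NMRK2*, a nicotinamide riboside kinase of muscle, fell from 12.46 to 9.63 (adjusted p = 4.46e-05), and *GATM*, the first enzyme of creatine synthesis, fell from 6.76 to 4.56 (adjusted p = 0.0119). The genotype count was 248 with a variance for each probe set alone, 51 with MAS5 values, 1550 without the second callipyge lamb at 20 d and 367 without the second callipyge lamb at 30 d, and the call of *RCAN1* was lost with the first 2 of these settings. The age count was 922 without the 30 d arrays and 5451 with a term for the 30 d arrays and the first 20 d arrays as 1 set, alternatives chosen after the data had been seen, and 2 with MAS5 values. Of the probe sets named for age or for its interaction with genotype, 9 lost their call with MAS5 values. Most of the age calls named here were therefore lost.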

The Robust Multi-array Average (RMA) algorithm [49] identified 375 probe sets that were influenced by genotype *(+/C^Pat^* vs. *+/+*) and 111 probe sets with a significant effect of age at a False Discovery Rate (FDR)<0.10. Supplementary Table S1 provides the complete list of Affymetrix probe sets and gene identifications available from the NetAffx Analysis Center (Affymetrix Annotation Release 28 March 2009) There were no significant genotype by age interactions. 

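*S100A1*, a calcium-binding protein of muscle, and *DNAJB5*, a heat shock protein, had the smallest unadjusted p for a genotype by age interaction among named genes. The difference between callipyge (*+/C Pat*) and normal lambs in *S100A1* was -0.12 at 10 d, -0.16 at 20 d, 0.25 at 30 d and -1.10 at 80 d on the log2 scale (adjusted p = 0.869 for the interaction from the F-test of limma). In *MAPK6*, which encodes an atypical MAP kinase, the difference was 0.84, 0.51, 0.96 and 2.98 at 10, 20, 30 and 80 d (adjusted p = 0.876 from limma). The immediate early gene *FOS* differed by 3.45, -2.21, 3.16 and 1.68 at the same ages (adjusted p = 0.983 from limma). None of the 24016 probe sets passed the threshold for the interaction with limma, 783 had an unadjusted p under 0.05, and the count was 0 also with a variance for each probe set alone and with MAS5 values. Without the second callipyge lamb at 20 d, 150 probe sets passed, an alternative chosen after the data had been seen. In simulated data, 2.82% of interactions of 0.5 on the log2 scale, 17.6% of those of 1 and 96.7% of those of 2 were recovered, so smaller interactions were mostly not detectable with these arrays.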

Based on the transformed and normalized mean expression values for callipyge and normal genotypes, 212 probe sets (57%) had higher transcript abundance and 163 (43%) had lower transcript abundance in callipyge (*+/C^Pat^*) muscle relative to normal (+/+) muscle. 

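Among the probe sets with an effect of genotype, 381 had higher and 403 had lower transcript abundance in callipyge (*+/C Pat*) muscle, and 22 of the former and 14 of the latter differed by at least 1 on the log2 scale. *CRABP2*, a retinoic acid binding protein, was 2.45-fold higher (log2 difference 1.29, SE 0.153, n = 8 lambs per genotype, adjusted p = 0.000559 from limma). *UCHL1*, a deubiquitinase abundant in neurons, was 2.7-fold higher (log2 difference 1.43, SE 0.225, adjusted p = 0.00375), and *ATF3*, a stress-induced transcription factor, was 2.83-fold higher (SE 0.293 on the log2 scale, adjusted p = 0.0157). Lower abundance was found for *PPP4R4*, a regulatory subunit of protein phosphatase 4 (log2 difference -1.35, SE 0.262, adjusted p = 0.0148), *EGLN3*, a prolyl hydroxylase of the hypoxia response (-1.10, SE 0.203, adjusted p = 0.0114), and *DDO*, D-aspartate oxidase (-1.07, SE 0.155, adjusted p = 0.00211). The direction was the same at all 4 ages in 342 of the higher and 358 of the lower probe sets. The calls of *UCHL1*, *ATF3*, *PPP4R4* and *EGLN3* were lost with MAS5 values and with a variance for each probe set alone, and those of *ATF3*, *PPP4R4* and *EGLN3* also without the 80 d lambs. Quantitative PCR in Table S3 did not show a genotype effect for *UCHL1*, which it assayed at a single post-hypertrophy age and in other lambs as well. At 80 d, with hypertrophy established, the arrays gave 5.813 and 7.818 in callipyge against 4.891 and 4.997 in normal lambs. The array difference was thus not found by quantitative PCR at such an age, and the 4 ages of the arrays were not covered. The share of higher probe sets was 48.6%, against 60.8% with MAS5 values and 66.7% with quantile normalized MAS5 values.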

The 375 Affymetrix probe sets produced 199 genes with functional annotations from the DAVID Knowledgebase using the gene conversion tool [50]. This data set was analyzed with the Functional Annotation Clustering tool in DAVID [51], [52] against the DAVID bovine background gene set which clustered between 113–139 genes into 48 functional groups (Supplementary Table S2). A summary of the gene ontology terms and their associated probe sets that were enriched by 2-fold or greater are shown in Table 1. This table is a summary of terms as the biological process and molecular function categories had many gene ontology terms that contained the same sets of genes with similar levels of enrichment. The summary shows enrichment of genes involved in respiration, glucose, lipid and energy metabolism as well as myosin contractile complexes, motor activity and kinase activity. 

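The direction of each probe set of Table 1 was taken from the RMA values of the 16 arrays. All 4 probe sets of cellular respiration, all 3 of acyl-CoA dehydrogenase activity and all 4 of FAD binding were lower in callipyge (*+/C Pat*) muscle. Of the 9 probe sets of the mitochondrial lumen, 8 were lower and 1 was higher, and of the 13 of monocarboxylic acid metabolism, 9 were lower and 4 were higher. Glucose metabolism went the other way, with 6 of 8 probe sets higher, 1 lower and 1 not past the threshold, and all 3 of gluconeogenesis were higher. Protein serine/threonine kinase activity had 7 of 9 probe sets higher and 1 lower, and all 4 of cysteine-type peptidase activity were higher. Of the 3 probe sets of the myosin complex, 1 was higher and 2 were lower, each by an adjusted p under 0.1 from limma. The study chose these probe sets on the same arrays, so the tallies are not independent evidence of a direction.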

Several functional clusters had distinct trends with respect to the callipyge genotype, revealing how several cellular systems are changing during muscle hypertrophy. 

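Of 26 measured genes of fatty acid oxidation, 13 were lower in callipyge (*+/C Pat*) muscle, 2 were higher and 11 did not pass the test (20 lower and 2 higher when adjusted over the list alone). *ECH1*, a peroxisomal and mitochondrial enoyl-CoA isomerase, fell by 0.59 on the log2 scale (SE 0.0832, n = 8 lambs per genotype, adjusted p = 0.00196 from limma). *ACADM*, the medium-chain acyl-CoA dehydrogenase, fell by 0.60 (SE 0.113, adjusted p = 0.013), and *CPT1B*, which carries fatty acids into mitochondria, fell by 0.43 (SE 0.0858, adjusted p = 0.0179). The higher members were *UCP3*, an uncoupling protein (0.60, SE 0.0959, adjusted p = 0.00395), and *CRAT*, carnitine acetyltransferase (0.29, SE 0.0751, adjusted p = 0.0702). The list as a whole was lower by camera of limma (adjusted p = 2.27e-13, and adjusted p = 0.0327 with an estimated correlation). Of 39 gene lists tested, 8 were higher and 10 were lower in callipyge muscle with the preset correlation of camera, and 5 passed with an estimated correlation. Chance cannot be excluded for the count of 18 lists. With genotype labels exchanged within each age, 5 of 100 splits gave a count as large (highest other 19). Such a split can set the arrays of both first lambs at 20 d against the other arrays at 20 d. The shift of those arrays may then enter its count, which was not tested. Markers of endothelial cells moved down with the lower lists: of 17 genes, 2 were lower and none was higher (9 lower over the list alone), with a median of -0.23 (camera adjusted p = 7.18e-06, adjusted p = 0.302 with an estimated correlation). Of 25 fibroblast and connective tissue markers, 3 were lower (6 when adjusted over the list alone), with a median of -0.21 (camera adjusted p = 6.19e-05, adjusted p = 0.302 with an estimated correlation). The calls of *ECH1*, *ACADM*, *CPT1B* and *UCP3* were lost with MAS5 values, and those of all but *ECH1* without the 80 d lambs. Quantitative PCR in Table S3 did not show a genotype effect for *ECH1*, which it assayed at a single post-hypertrophy age and in other lambs as well. At 80 d, with hypertrophy established, the arrays gave 10.23 and 10.16 in callipyge against 10.83 and 10.88 in normal lambs. The array difference was thus not found by quantitative PCR at such an age, and the 4 ages of the arrays were not covered.

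**Figure D1:**
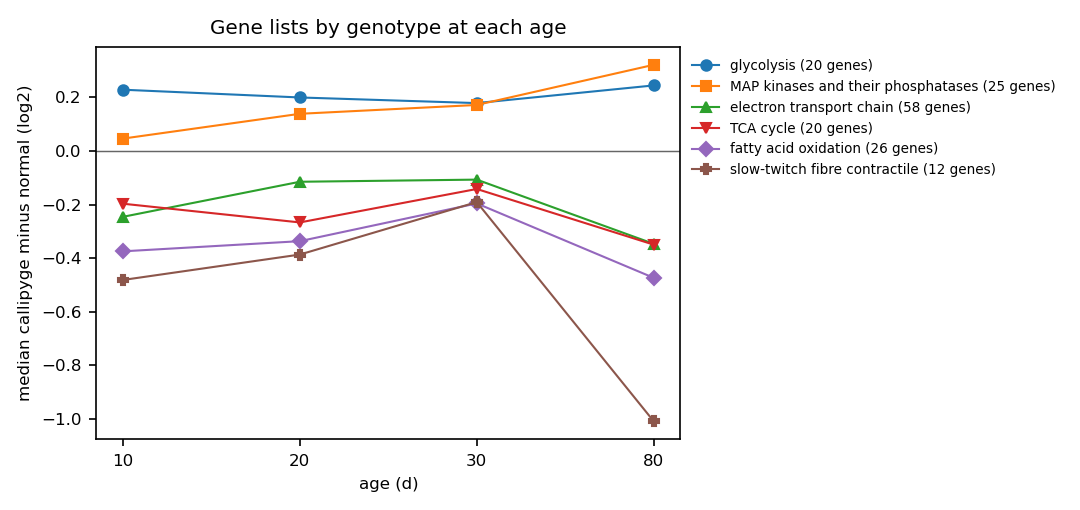
Median difference between callipyge (*+/C Pat*) and normal lambs on the log2 scale (vertical axis) at each age in days (horizontal axis), over the measured genes of 6 gene lists, with 2 lambs per genotype and age. The median for fatty acid oxidation was -0.38 at 10 d, -0.34 at 20 d, -0.20 at 30 d and -0.47 at 80 d, and the lists for glycolysis and MAP kinases lie above 0 at every age.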

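Of 58 measured genes of the electron transport chain, 8 were lower in callipyge (*+/C Pat*) muscle than in normal muscle, none was higher and 50 did not pass the test (35 lower when adjusted over the list alone). The difference was below 0 in 54 of the 58. *ETFB*, which passes electrons from acyl-CoA dehydrogenases to the respiratory chain, fell by 0.47 on the log2 scale (SE 0.0776, n = 8 lambs per genotype, adjusted p = 0.005 from limma). Subunits of complex I included *NDUFS6* (-0.43, SE 0.0965, adjusted p = 0.037) and *NDUFA10* (-0.46, SE 0.109, adjusted p = 0.0485), and *CYC1* of complex III fell by 0.33 (SE 0.0857, adjusted p = 0.0709). The list had a camera adjusted p of 2.35e-13, and adjusted p = 0.302 with an estimated correlation. Of 20 genes of the TCA cycle, 6 were lower and none was higher (14 lower when adjusted over the list alone). They included *IDH3G*, a subunit of the NAD-dependent isocitrate dehydrogenase (-0.45, SE 0.0899, adjusted p = 0.0174), *FH*, fumarase (-0.38, SE 0.0832, adjusted p = 0.0334), and *SDHB*, a subunit of succinate dehydrogenase (-0.28, SE 0.0703, adjusted p = 0.058). The camera adjusted p of the list was 3.82e-08, and adjusted p = 0.213 with an estimated correlation. The calls of *ETFB*, *NDUFS6*, *NDUFA10*, *IDH3G*, *FH* and *SDHB* were lost with MAS5 values and without the 80 d lambs, and those of *NDUFS6*, *NDUFA10* and *SDHB* also without the first normal lamb at 30 d. Over the 4 ages, endothelial and fibroblast markers were also lower as lists by camera (adjusted p = 0.302 for both with an estimated correlation). The endothelial medians were -0.01 at 10 d, -0.17 at 20 d, -0.31 at 30 d and -0.36 at 80 d. The fibroblast medians were -0.44, 0.16, -0.06 and -0.42 at the same ages, and those of the electron transport chain -0.25, -0.12, -0.11 and -0.35.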

All genes that have an electron transport function were decreased in callipyge muscle, as were the transcripts associated with the TCA cycle. Mitochondrial related transcripts and transcripts with oxidation-reduction activity were also decreased in callipyge muscle compared to wild-type. 

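Genes of the mitochondrial ATP synthase were lower in callipyge (*+/C Pat*) muscle in 3 of 16 cases, with none higher (8 lower when adjusted over the list alone). *ATP5ME* fell by 0.49 on the log2 scale (SE 0.0933, n = 8 lambs per genotype, adjusted p = 0.0134 from limma). The camera adjusted p of this list was 7.18e-06, and adjusted p = 0.302 with an estimated correlation. Of 66 proteins of the mitochondrial ribosome, 7 were lower and none was higher (14 lower when adjusted over the list alone). *MRPS6* fell by 0.48 (SE 0.107, adjusted p = 0.0349) and *MRPL51* fell by 0.40 (SE 0.0896, adjusted p = 0.037), while the median of the list was -0.07 (camera adjusted p = 0.000788, adjusted p = 0.564 with an estimated correlation). The list of haem synthesis and myoglobin had 3 of 9 genes lower and none higher (5 lower when adjusted over the list alone). Its camera adjusted p was 0.00985, and adjusted p = 0.302 with an estimated correlation. *ALAD*, the second enzyme of haem synthesis, was lower by 0.72 (difference -0.72, SE 0.109, adjusted p = 0.00285 from limma). Genes of the oxidative stress response went both ways, with 2 of 28 higher and 3 lower (3 higher and 5 lower when adjusted over the list alone), and the list was not called (camera adjusted p = 0.911). Its lower members were *TXNRD2*, the mitochondrial thioredoxin reductase (-0.41, SE 0.0896, adjusted p = 0.0312), *PRDX2* and *PRDX3*. The median of the regulators of mitochondrial biogenesis was 0.08, with none of 13 past the threshold by limma (1 lower when adjusted over the list alone; camera adjusted p = 0.475). The calls of *ATP5ME*, *MRPS6*, *ALAD* and *TXNRD2* were lost with MAS5 values, and those of all but *ALAD* without the 80 d lambs. Over the 4 ages, endothelial and fibroblast markers were also lower as lists by camera (adjusted p = 0.302 for both with an estimated correlation). The endothelial medians were -0.01 at 10 d, -0.17 at 20 d, -0.31 at 30 d and -0.36 at 80 d. The fibroblast medians were -0.44, 0.16, -0.06 and -0.42 at the same ages.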

Functional groups of genes that were up-regulated in callipyge lambs included kinases, apoptotic factors, and glycolytic enzymes.

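Glycolytic genes rose in callipyge (*+/C Pat*) muscle: of 20 measured, 7 were higher, none was lower and 13 did not pass the test (10 higher when adjusted over the list alone). *PFKFB1*, which makes the activator of phosphofructokinase, was 1.76-fold higher (log2 difference 0.81, SE 0.123, n = 8 lambs per genotype, adjusted p = 0.00301 from limma), *PKM*, pyruvate kinase, was 1.46-fold higher (0.55, SE 0.0801, adjusted p = 0.0024), and *SLC16A3*, a lactate exporter, was 1.41-fold higher (0.49, SE 0.093, adjusted p = 0.0131). The list was higher by camera (adjusted p = 7.84e-08, and adjusted p = 0.0327 with an estimated correlation). Of 15 protein kinases that Table S1 names, 9 were higher and 3 were lower (11 higher and 3 lower when adjusted over the list alone), a list the study chose on these arrays and so not independent evidence of a direction. In a separate list of 25 MAP kinases and their phosphatases, 8 were higher and none was lower (9 when adjusted over the list alone; camera adjusted p = 1.98e-07, adjusted p = 0.0327 with an estimated correlation). *DUSP10*, a phosphatase of p38 and JNK, was higher by 0.91 (SE 0.115, adjusted p = 0.000778) and *MAPKAPK3* by 0.67 (SE 0.114, adjusted p = 0.00606). Of 34 genes of apoptosis, 1 was higher and none was lower (1 when adjusted over the list alone), and the list was not called (camera adjusted p = 0.963). The higher member was *BAG2*, a co-chaperone of Hsp70 (0.83, SE 0.152, adjusted p = 0.011). The calls of these named genes were lost with MAS5 values, and that of *BAG2* also without the 80 d lambs and with a variance for each probe set alone. Quantitative PCR in Table S3 did not show a main effect of genotype for *PFKFB1* or *PKM* (*PKM2* in the paper), while *PKM* had an interaction of age and genotype there. From the direction of the functional groups, the paper reasons that several cellular systems change during muscle hypertrophy.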

**Table 1:** Summary of functional annotation clusters for the effect of genotype.

Category	Total Genes^1^	GO Term	Description	Count	Fold Enrichment	Benjamini FDR	Probe Set ID
Cellular Component	113	016459	myosin complex	3	5.1	0.9801	Bt.1905.1.S1_at, Bt.4867.2.S1_at, Bt.12300.2.S1_at
		031980	mitochondrial lumen	8	3.1	0.5784	Bt.5966.1.A1_at, Bt.16082.1.S1_at, Bt.5108.1.S1_at, Bt.5161.1.S1_at, Bt.21849.1.S1_at, Bt.4555.1.S1_at, Bt.28162.1.S1_at, Bt.28162.2.A1_at, Bt.460.1.S1_s_at
Biological Process	121	045333	cellular respiration	4	5.2	0.9796	Bt.13324.2.S1_a_at, Bt.5520.1.S1_at, Bt.23357.1.S1_at, Bt.13128.1.S1_at,
		006094	gluconeogenesis	3	5.1	0.9999	Bt.562.1.S1_at, Bt.13505.1.S1_at, Bt.19161.1.S1_at,
		006006	glucose metabolic process	8	5.1	0.1762	Bt.23217.1.S1_at, Bt.25555.1.S1_at, Bt.3005.1.S1_at, Bt.562.1.S1_at, Bt.22169.1.S1_at, Bt.23399.1.S1_at, Bt.13505.1.S1_at, Bt.19161.1.S1_at
		032787	monocarboxylic acid metabolic process	13	4.3	0.0243	Bt.21113.1.S1_a_at, Bt.136.1.S1_at, Bt.562.1.S1_at, Bt.23607.1.S1_at, Bt.21584.1.S1_at, Bt.7215.1.S1_at, Bt.5520.1.S1_at, Bt.13505.1.S1_at, Bt.5966.1.A1_at, Bt.13324.2.S1_a_at, Bt.23094.4.S1_at, Bt.21849.1.S1_at, Bt.19161.1.S1_at
		009057	macromolecule catabolic process	9	2.6	0.9407	Bt.23217.1.S1_at, Bt.25555.1.S1_at, Bt.3005.1.S1_at, Bt.562.1.S1_at, Bt.22169.1.S1_at, Bt.23399.1.S1_at, Bt.13505.1.S1_at, Bt.15972.1.S1_at, Bt.5408.1.A1_at
		009790	embryonic development	4	2.3	1.0000	Bt.1151.1.S1_at, Bt.3730.1.S1_at, Bt.15972.1.S1_at, Bt.5226.1.S1_at
Molecular Function	139	003995	acyl-CoA dehydrogenase activity	3	8.4	0.9988	Bt.5966.1.A1_at, Bt.21849.1.S1_at, Bt.7215.1.S1_at
		016298	lipase activity	3	5.2	0.9997	Bt.5387.1.S1_at, Bt.448.1.S1_at, Bt.5223.1.S1_at
		050660	FAD binding	4	3.6	0.9993	Bt.5966.1.A1_at, Bt.21849.1.S1_at, Bt.7215.1.S1_at, Bt.4008.1.S1_at
		003774	motor activity	3	2.4	1.0000	Bt.1905.1.S1_at, Bt.4867.2.S1_at, Bt.12300.2.S1_at
		008234	cysteine-type peptidase activity	3	2.3	1.0000	Bt.13730.1.A1_at, Bt.13730.2.S1_at, Bt.393.1.S1_at, Bt.5408.1.A1_at
		004674	protein serine/threonine kinase activity	7	2.1	0.9997	Bt.17952.1.A1_at, Bt.120.1.S1_at, Bt.19447.1.A1_at, Bt.1.1.S1_at, Bt.4532.1.S1_at, Bt.4532.1.S2_at, Bt.7105.1.S1_at, Bt.8706.1.S1_at, Bt.22106.2.S1_at

1 Number of genes out of the 375 genes with a significant effect of genotype that have GO term annotation for each category.

Quantitative PCR was used to verify differential gene expression between callipyge (*+/C^Pat^*) and normal lambs (*+/+*) on a larger sample collection that included the individuals used for the microarray analysis as well as additional lambs (biological replicates) and additional ages from prenatal to 150 days of age. 

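*ATF4*, a transcription factor of the amino acid stress response, was higher in callipyge (*+/C Pat*) than in normal muscle by 0.50 on the log2 scale (SE 0.0956, n = 8 lambs per genotype, adjusted p = 0.014 from limma), and the callipyge lambs lay above the normal lambs at all 4 ages. *COQ10A*, a coenzyme Q binding protein of mitochondria, was higher by 0.44 (SE 0.104, adjusted p = 0.0445), also with the callipyge lambs above at all 4 ages. The margin was slight at 20 d and 30 d. There the lowest callipyge and the highest normal value rounded to the same number, 11.47 at 20 d and 11.53 at 30 d. *HIPK2*, a kinase of the nucleus, was higher by 0.79 (SE 0.206, adjusted p = 0.0702), with differences of 0.81 at 10 d, 0.13 at 20 d, 1.17 at 30 d and 1.06 at 80 d. In Table S3, quantitative PCR of this muscle showed a main effect of genotype for *COQ10A* and *HIPK2* but not for *ATF4*. The calls of *COQ10A* and *HIPK2* were lost with a variance for each probe set alone, and those of all 3 genes with MAS5 values and without the 80 d lambs. Leaving out any of 11 single lambs ended the call of *HIPK2*, and leaving out the second normal lamb at 10 d, the second callipyge lamb at 30 d, or the first callipyge or first normal lamb at 80 d ended that of *COQ10A*.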

Comparison of the current data set with published results indicated a number of previously known differentially expressed genes [47], [48] with FDR values greater than 0.05 (ATF4, COQ10A and HIPK2 with FDR = 0.0615, 0.1033 and 0.2177, respectively), therefore, we selected transcripts across a range of FDR values. The 49 probe sets that were tested by quantitative PCR are given in Table 2 along with their FDR values, gene symbols, descriptions and public database identifiers. Overall, 51% (25 of 49) of the transcripts had significant (P<.05) differential expression between genotypes by quantitative PCR. For probe sets with a FDR value of less than 0.01 or 0.05, differential gene expression between genotypes was verified for 70.5% (12 of 17) and 51.2% (20 of 39) of the transcripts, respectively (Table 2). Figure 4 shows the relative expression levels based on RMA interpretation of the 25 verified transcripts along with a hierarchical clustering of these transcripts. 

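*SLC22A3*, an organic cation transporter, rose from a mean log2 RMA value of 4.16 in normal (+/+) to 7.32 in callipyge (*+/C Pat*) muscle (log2 difference 3.16, SE 0.272, n = 8 lambs per genotype, adjusted p = 2.84e-05 from limma). Its values in normal lambs lay low on the RMA scale, so no fold is given. Signal over background was not measured, so the size of this log2 difference is uncertain too. *DNTTIP1*, a nuclear protein of histone deacetylase complexes, was 3.57-fold higher (log2 difference 1.84, SE 0.11, adjusted p = 5.58e-07), *KCNN3*, a calcium-activated potassium channel, was 2.04-fold higher (1.03, SE 0.077, adjusted p = 6.74e-06), and *APOD*, apolipoprotein D, was 2.03-fold higher (1.02, SE 0.131, adjusted p = 0.000868). *CAST*, the inhibitor of calpain, was 1.5-fold higher (0.58, SE 0.0729, adjusted p = 0.000756). The probe set of *MAPK6* in Table 2 was 2.5-fold higher (1.32, SE 0.158, adjusted p = 0.000566), and the brightest probe set of that gene was higher by 0.56 (SE 0.126, adjusted p = 0.0349). On the other side, *LPL*, lipoprotein lipase, was 2.1-fold lower (-1.07, SE 0.0938, adjusted p = 3.16e-05), *AKR1C4*, an aldo-keto reductase, was 2.08-fold lower (-1.06, SE 0.167, adjusted p = 0.00378), and *FCGRT*, the neonatal Fc receptor, was 1.58-fold lower (-0.66, SE 0.0816, adjusted p = 0.000661). *CDO1*, cysteine dioxygenase, was also lower (log2 difference -0.52, SE 0.0971, adjusted p = 0.0124). Its values in callipyge lambs, 4.24 to 5.23, lay low on the RMA scale. No fold is therefore given, and the size of this difference is uncertain too. Of the 26 probe sets of the paternal allele study in Table 2, 17 were higher and 9 were lower, all had the same direction at all 4 ages, and in 22 the callipyge lambs lay apart from the normal lambs at every age. Table S3 lists 22 transcripts apart as without a main effect of genotype by quantitative PCR. Some of them, such as *UCHL1*, *ECH1* and *MYL3*, were assayed at a single post-hypertrophy age. Others, such as *PKM* and *TCEA3*, had an interaction of age and genotype. That table and the average over the 4 ages of the arrays are therefore not alike. Of these 22, 13 probe sets were higher, 8 were lower and 1 did not pass the threshold on the arrays, all 22 had the same direction at all 4 ages and 16 had the lambs apart at every age. The study selected all of these transcripts on the same arrays. With MAS5 values the calls of *CAST* and *FCGRT* were lost, and those of *MAPK6* and *CDO1* were lost without the 80 d lambs.

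**Figure D2:**
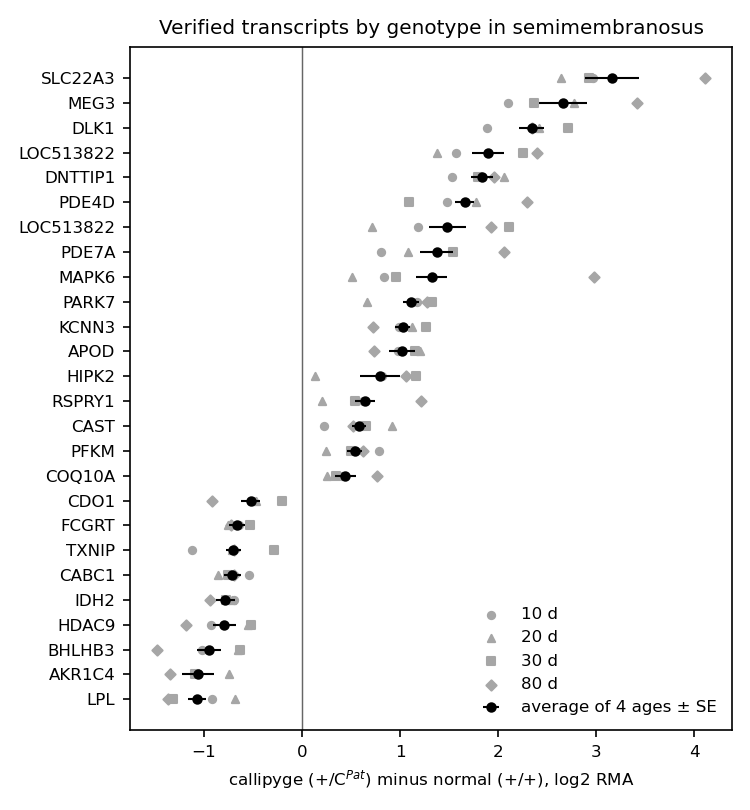
Difference between callipyge (*+/C Pat*) and normal lambs on the log2 scale (horizontal axis) for the 26 probe sets of Table 2, as the average of 4 ages with its standard error (black) and at each age (grey, 2 lambs per genotype). The 17 higher probe sets lie to the right of 0 and the 9 lower ones to the left at every age.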

Sixteen of the transcripts had higher abundance in callipyge (*+/C^Pat^*) muscle and 9 transcripts had higher abundance in normal (+/+) muscle. Transcripts that were verified to be differentially expressed in *semimembranosus* were subsequently tested in *longissimus dorsi* and *supraspinatus* muscle samples. No further quantitative PCR analysis was conducted if differential expression of transcripts identified in this study were not verified in the *semimembranosus* RNA. The complete summary of quantitative PCR statistics for the main effects of genotype and age as well as the genotype by age interaction in all three muscles are given in Supplementary Table S3. Quantitative PCR data for transcript abundance (least square means and standard errors) in the *semimembranosus* and *supraspinatus* can be found in Supplementary Tables S4 and S5, respectively.

**Figure 4:**
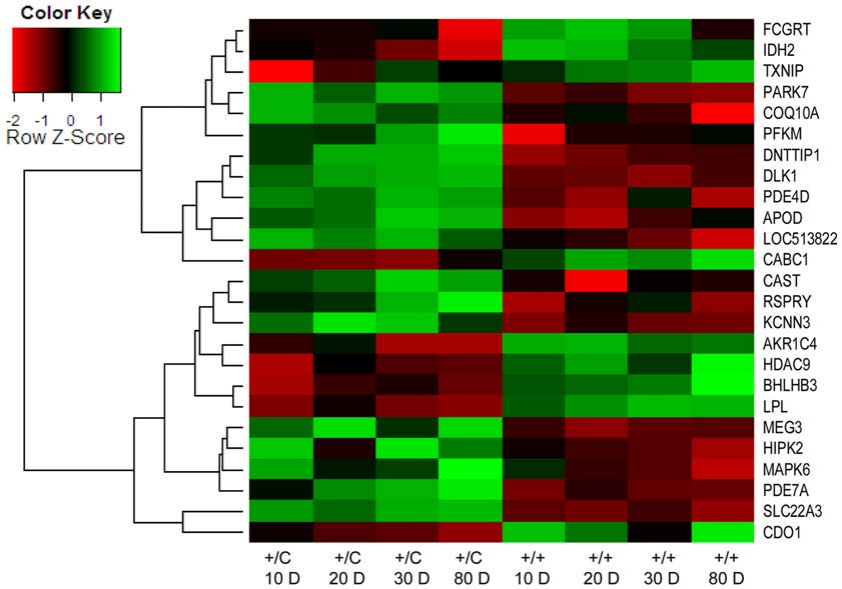
Hierarchal clustering and microarray signal intensity for genes validating an effect of genotype by quantitative PCR. Gene names are listed for rows and columns are fixed for age in days and genotype (+/C for callipyge and +/+ for normal). Relationship amongst genes sets was determined by hierarchal clustering in the heatmap.2 function of Bioconductor. Relative intensity by RMA is represented by green if expression was higher than average or red if expression was lower than average.

**Table 2:** Affymetrix probe sets that were validated by quantitative PCR.

Probe Set ID	Genotype FDR^1^	Entrez Gene ID^2^	Gene Symbol	Gene Description
Bt.23094.4.S1_at	0.0518	282138 782922	AKR1C4 LOC782922	aldo-keto reductase family 1, member C4
Bt.13975.1.S1_a_at	0.0377	613972	APOD	apolipoprotein D
Bt.12583.1.A1_at	0.0329	613907	BHLHB3	basicHLH Class B3, DEC2, SHARP-1
Bt.22379.1.S1_at	0.0099	536925	CABC1	chaperone, ABC1 activity of bc1 complex homolog (S. pombe)
Bt.4738.1.S1_at	0.0076	281039	CAST	calpastatin
Bt.2723.1.A1_at	0.0661	514462	CDO1	cysteine dioxygenase, type I
Bt.5223.1.S1_at	0.0014	281117	DLK1	delta-like 1 homolog (Drosophila)
Bt.8972.1.S1_at	0.0014	505524	DNTTIP1	deoxynucleotidyltransferase, terminal, interacting protein 1
Bt.1035.1.S1_a_at	0.0105	338062	FCGRT	Fc fragment of IgG, receptor, transporter, alpha
Bt.17876.1.A1_at	0.0478	CK847416	HDAC9	similar to histone deacetylase 9
Bt.5520.1.S1_at	0.0218	327669	IDH2	isocitrate dehydrogenase 2 (NADP+), mitochondrial
Bt.26158.1.A1_at	0.0010	534180	KCNN3	potassium intermediate/small conductance calcium-activated channel, family N3
Bt.26750.1.S1_at Bt.26750.2.A1_at	0.0099 0.0518	513822	LOC513822	hypothetical protein containing a methyltransferase domain
Bt.5387.1.S1_at	0.0046	280843	LPL	lipoprotein lipase
Bt.3448.3.S1_at	0.0288	538094	MAPK6	mitogen-activated protein kinase 6
Bt.12510.1.S1_at	0.0038	CB464112	MEG3	maternal expressed gene 3, GTL2 variant D
Bt.21745.1.S1_at	0.0010	511268	PARK7	Parkinson disease (autosomal recessive, early onset) 7
Bt.20446.1.A1_at	0.0010	539556	PDE4D	cAMP specific phosphodiesterase 4D
Bt.12327.1.S1_at	0.0046	506790	TXNIP	thioredoxin interacting protein
Bt.14371.1.A1_at	0.0099	CK968244	SLC22A3	similar to solute carrier family 22 member 3
Bt.2347.3.S1_a_at	0.0187	506544	PFKM	phosphofructokinase, muscle
Bt.19420.1.S1_at	0.0343	CB464927	PDE7A	similar to phosphodiesterase 7A
Bt.9244.1.A1_at	0.0518	538571	RSPRY1	ring finger and SPRY domain containing 1
Bt.27381.1.S1_at	0.1033	538821	COQ10A	coenzyme Q10 homolog A (S. cerevisiae)
Bt.6890.1.S1_at	0.2177	CB439427	HIPK2	homeodomain interacting protein kinase 2
Bt.12510.1.S1_at^3^	0.0016^4^	CB464112	MEG3	maternal expressed gene 3/gene trap locus 2 variant D
Bt.18078.1.S1_at^3^	0.0829^4^	CB439344	MEG8	maternal expressed gene 8

1 Genotype FDR from the microarray analysis. Statistics for all genes tested by quantitative PCR are given in Supplementary Table S1 (paternal allele study) and Supplementary Table S4 (maternal allele study).

2 Most representative public sequence identification is given if no Entrez gene ID was available.

3 Probe sets that were validated from the maternal allele genotype comparisons.

4 FDR value shown was for *C^Mat^/+* - +/+ comparison.

Several studies have demonstrated that *DLK1* and *RTL1* are highly up-regulated in the hypertrophied muscles of callipyge (*+/C^Pat^*) sheep [18]–[20], [47]. The microarray analyses (Fig. 4) and quantitative PCR results confirmed a significantly higher transcript abundance of *DLK1* (P<.0001) in the *semimembranosus* (Fig. 5A) and *longissimus dorsi* (Supplementary Table S1) of callipyge (*+/C^Pat^*) lambs relative to normal (+/+) lambs. 

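The mean log2 RMA value of *DLK1*, an imprinted gene expressed from the paternal allele, was 11.58 in callipyge (*+/C Pat*) and 9.24 in normal muscle, a 5.07-fold difference (log2 difference 2.34, SE 0.13, n = 8 lambs per genotype, adjusted p = 5.4e-07 from limma). It was 1.89 at 10 d, 2.42 at 20 d, 2.71 at 30 d and 2.35 at 80 d, and both callipyge lambs lay above both normal lambs at each age. With *MEG3*, it was 1 of the 2 genes of the *DLK1-DIO3* domain that rose among 3 measured (2 when adjusted over the list alone; camera adjusted p = 1.64e-07, adjusted p = 0.0327 with an estimated correlation). Other imprinted genes, a list of 18 that also holds these 2, were not called (camera adjusted p = 0.714).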

There was no effect of genotype (P = .5711) on the expression of *DLK1* in the *supraspinatus* (Fig. 5B). Figure 5 shows developmental gene expression data for three genes that have similar expression profiles to *DLK1*. Two of these transcripts, *PDE4D* (Fig. 5C and D) and *PARK7* (Fig. 5E and F), had significantly increased transcript abundance in the *semimembranosus* and *longissimus dorsi* of callipyge (*+/C^Pat^*) lambs but no significant differences in the *supraspinatus*. Ten other verified genes had a similar expression pattern including *COQ10A*, *DNTTIP1*, *HDAC9*, *HIPK2*, *LOC513822*, *MAPK6*, *MEG3*, *PFKM*, *RSPRY1* and *SLC22A3* (Table 2, Supplementary Table S3). Four verified transcripts were significantly down-regulated in the *semimembranosus* and *longissimus dorsi* of callipyge (*+/C^Pat^*) lambs relative to normal (+/+) lambs but no effect of genotype was detected in the *supraspinatus*. These genes included *BHLHB3* (Fig. 5G and H), *AKR1C4*, *CDO1*, *IDH2* and *LPL* (Table 2, Supplementary Table S3).

**Figure 5:**
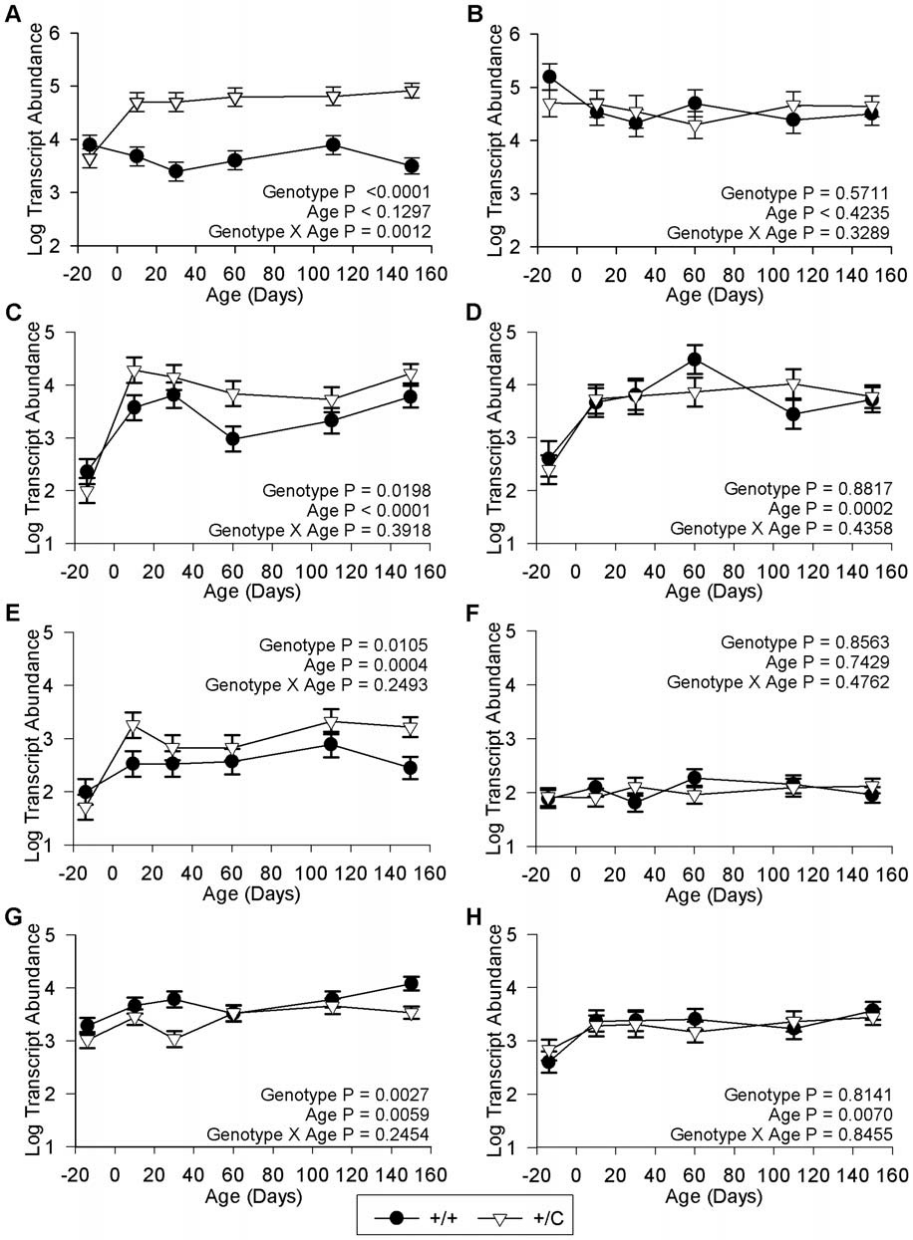
Candiate genes with an expression pattern resembling *DLK1*. Least square means and standard errors for log transcript abundance in 100 ng of total RNA in a hypertrophied muscle (*semimembranosus*, A, C, E, G) and a non-hypertrophied muscle (*supraspinatus*, B, D, F, H) in callipyge (+/C) and wild-type (+/+) lambs. Birth is day 0 and samples from 14 days prepartum are included and represented as -14 days. *DLK1* expression is shown in A and B. Transcripts *PDE4D* (C and D), *PARK7* (E and F) and *BHLHB3* (G and H) show a significant effect of the callipyge genotype in *semimembranosus*, while no effect is observed in the *supraspinatus*. This pattern of expression suggests these genes are responding to DLK1 signaling in callipyge muscle.

Probe sets for *RTL1* were not represented on the bovine Affymetrix GeneChip but quantitative PCR analysis showed significant up-regulation of *RTL1* (P<.0001) in the *semimembranosus* and *supraspinatus* (Fig. 6A and B) consistent with previous results [18], [20]. Elevated levels of *RTL1* expression have been demonstrated in the *longissimus dorsi* of callipyge (*+/C^Pat^*) lambs [18] but was not verified for this study. One transcript, *PDE7A*, was significantly up-regulated in the *semimembranosus*, *longissimus dorsi* (P<.0001 for both), and the *supraspinatus* (P = 0.0389) of callipyge (*+/C^Pat^*) animals (Fig. 6C and D) suggesting that *PDE7A* may be a down-stream target of *RTL1* in skeletal muscle. Two additional genes, *APOD* and *KCNN3* were also significantly more abundant in *semimembranosus* and *longissimus dorsi* but had a trend for differential expression (P = 0.0718 and 0.0994, respectively) in the *supraspinatus* (Supplementary Table S3).

**Figure 6:**
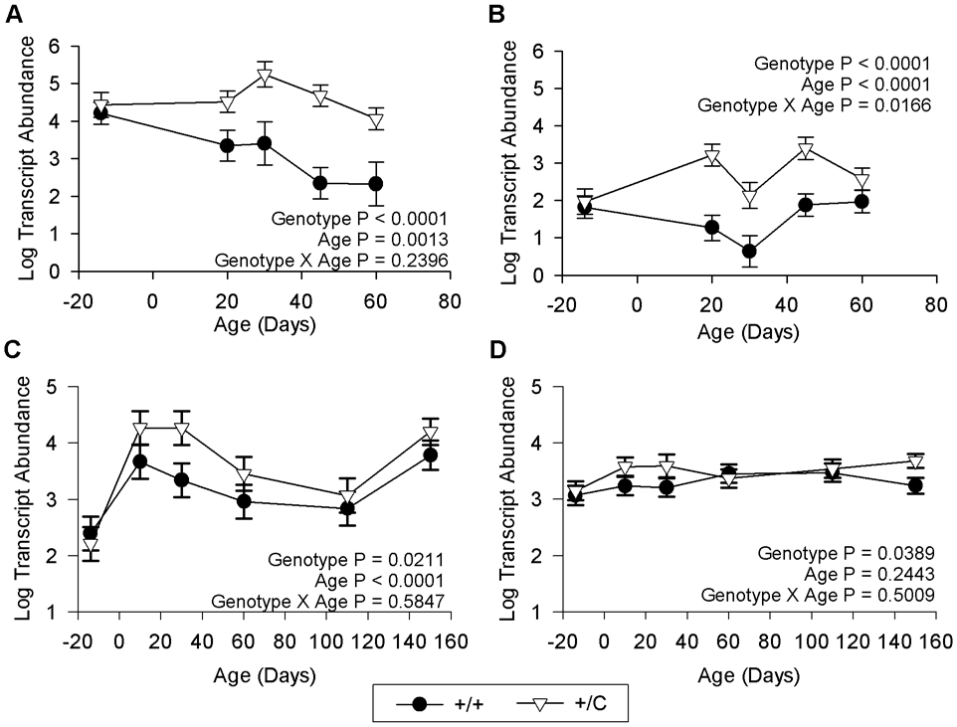
*PDE7A* exhibits an expression pattern resembling *RTL1*. Least square means and standard errors for log transcript abundance in 100 ng of total RNA in a hypertrophied muscle (*semimembranosus*, A and C) and an unaffected muscle (*supraspinatus*, B and D) in callipyge (*+/C*) and wild-type (+/+) lambs. Birth is day 0 and samples from 14 days prepartum are included and represented as -14 days. *RTL1* expression is shown in A and B and *PDE7A* expression is shown in C and D. Transcript abundance of *RTL1* and *PDE7A* is up-regulated as a result of the callipyge allele in both muscles, suggesting *PDE7A* may respond to *RTL1* expression.

Five other transcripts that were validated by quantitative PCR were only differentially expressed in one of the hypertrophied muscles indicating that they are indirect and muscle-specific responses to *DLK1* or *RTL1*. The transcript abundance of *FCGRT* and *TXNIP* were significantly down regulated (P = 0.0228 and 0.0002, respectively) in the *semimembranosus* of callipyge (*+/C^Pat^*) lambs but was not differentially expressed in the *longissimus dorsi* or *supraspinatus* (Supplementary Table S3). Transcripts for *ATF4* and *RPS6K* have been shown to be differentially expressed in the *longissimus dorsi* [47], [48] which was verified in this study but the two transcripts showed no effect of genotype in the *semimembranosus* or *supraspinatus* (Supplementary Table S3).

### Maternal Callipyge Allele Influence

In the microarray experiment contrasting all four possible genotypes, nine transcripts were detected as differentially expressed in animals possessing a maternal callipyge allele (*C^Mat^/+* and/or *C/C)*. However upon quantitative PCR validation of all nine transcripts, only three exhibited a significant change in expression over several ages (Supplementary Tables S6 and S7). 

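For the maternal allele experiment, *semimembranosus* RNA of 3 maternal heterozygous (*C Mat/+*) and 3 homozygous (*C/C*) lambs at 30 d was hybridized to 6 further arrays, and the 2 callipyge (*+/C Pat*) and 2 normal (+/+) arrays at 30 d of the paternal allele experiment were used again. The median RMA value was 5.41 to 5.45 in *C Mat/+* lambs and 5.41 to 5.43 in *C/C* lambs, and the mean RMA value of these 6 arrays and the 4 arrays used again lay within 5.67 to 5.68. A mean for each genotype was fitted with limma to the RMA values of these 10 arrays, and the contrasts *C/C* minus *+/C Pat*, *C/C* minus *C Mat/+* and *C Mat/+* minus +/+ were each adjusted over the 24016 probe sets. Over the 3 contrasts, 21 probe sets from 18 genes or unnamed probe sets passed an adjusted p of 0.1. *MEG3*, a long non-coding RNA expressed from the maternal allele, accounted for 3 of them, and these 3 probe sets, all higher, were the ones that passed in *C Mat/+* minus +/+. The contrast *C/C* minus *+/C Pat* gave 9 higher and 12 lower probe sets. It gave 4 with a variance for each probe set alone, 1 with MAS5 values, and 8 without either *+/C Pat* lamb, and *C Mat/+* minus +/+ gave 5 with MAS5 values. A paternal callipyge allele is present in both groups of *C/C* minus *+/C Pat*, and both groups of that contrast hold 2 or 3 lambs, which limits the precision. The paper had already obtained the arrays of the lambs without a maternal callipyge allele. A difference between array runs therefore cannot be told from an effect of that allele, and it was not tested. In simulated data, 45.8% of maternal allele effects of 0.5 on the log2 scale and 95.8% of those of 1 were recovered when averaged over the paternal allele.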

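*PARK7*, which encodes the redox-sensitive protein DJ-1, had a mean log2 RMA value of 12.22 in callipyge (*+/C Pat*) lambs at 30 d, against 10.89 in normal lambs, 11.12 in *C Mat/+* lambs and 11.08 in *C/C* lambs. It was lower in *C/C* than in *+/C Pat* lambs by 1.14 (difference -1.14, SE 0.114, n = 2 and 3 lambs, adjusted p = 0.0041 from limma), and the difference of *C/C* from *C Mat/+* lambs was -0.04 (SE 0.102). *UCHL1* was also highest in *+/C Pat* lambs, with 7.32 in *+/C Pat*, 4.76 in normal, 4.98 in *C Mat/+* and 5.08 in *C/C* lambs, and was lower in *C/C* than in *+/C Pat* lambs (-2.24, adjusted p = 0.00397). The calls of both genes in this contrast were lost with MAS5 values, and that of *UCHL1* also with a variance for each probe set alone. Both comparisons with *+/C Pat* lambs use the same 2 arrays.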

The *PARK7* transcript was differentially expressed in the *C/C* -*C^Pat^*/+ contrast, however this transcript was also differentially expressed in the paternal allele analysis (*+/C^Pat^* vs +/+) so this was interpreted to be an effect of the paternal callipyge allele in the homozygous (*C/C*) animal. 

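*MEG3* had a mean log2 RMA value of 7.28 ± 0.48 (SD, n = 2) in normal lambs at 30 d, 9.64 ± 0.01 (SD, n = 2) in *+/C Pat* lambs, 12.42 ± 0.10 (SD, n = 3) in *C Mat/+* lambs and 12.24 ± 0.09 (SD, n = 3) in *C/C* lambs. The *C Mat/+* lambs were higher than the normal lambs by 5.14 (SE 0.173, adjusted p = 1.75e-07 from limma) and the *C/C* lambs were higher than the *+/C Pat* lambs by 2.59 (adjusted p = 0.000266). The probe set of CB439344, which lies near the floor of the values, gave 3.10 ± 0.12 in normal, 3.08 ± 0.05 in *+/C Pat*, 3.76 ± 0.23 in *C Mat/+* and 3.57 ± 0.34 in *C/C* lambs. Its difference between *C Mat/+* and normal lambs was 0.66 (SE 0.189) and did not pass (adjusted p = 0.785 from limma), while with MAS5 values it passed (adjusted p = 0.0708). The *MEG8* probe set was also near the floor, at 3.07, 3.10, 3.35 and 3.03 in the same order of genotypes. A second probe set that the platform assigns to *MEG3* is assigned to *CRTC1* in Table S1, and it was higher by 2.69 in *C Mat/+* than in normal lambs (adjusted p = 1.39e-05).

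**Figure D3:**
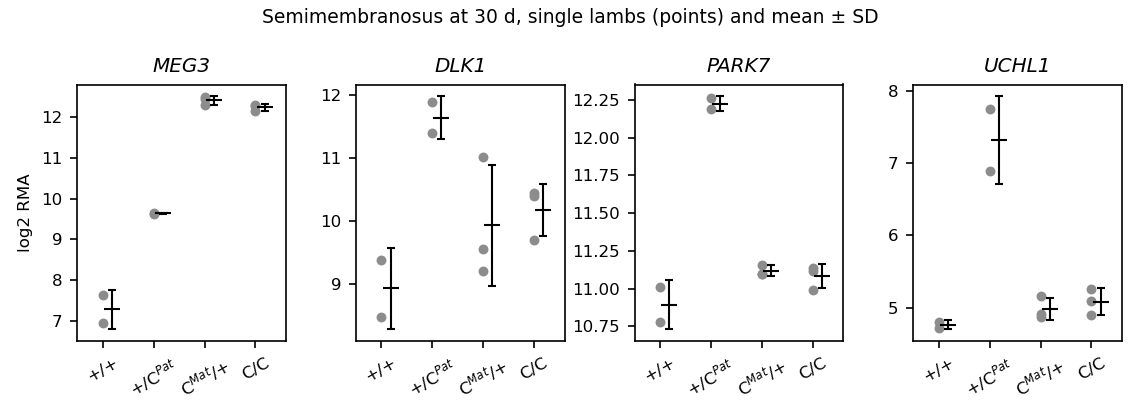
Log2 RMA values (vertical axis) of *MEG3*, *DLK1*, *PARK7* and *UCHL1* in single lambs at 30 d (grey points) with the mean and SD of each genotype (black), for 2 normal, 2 callipyge (*+/C Pat*), 3 *C Mat/+* and 3 *C/C* lambs. *MEG3* is highest in *C Mat/+* and *C/C* lambs, and the other 3 genes are highest in *+/C Pat* lambs.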

The other two transcripts, *MEG3* and CB439344, were both located within the *DLK1-DIO3* domain. The CB439344 transcript lies within a cluster of C/D snoRNA on bovine chromosome 21 (Figure 1; maternal allele; black diamond) which are found in the *MEG8* gene of humans [38]. The expression of CB439344 is nearly identical in magnitude and pattern of response to the callipyge mutation compared to *MEG8* as measured by quantitative PCR (Fig. 7). Muscle samples from lambs of both genotypes possessing a maternal copy of the callipyge allele (*C^Mat^/+* and *C/*C) express significantly higher levels of both *MEG8* and CB439344 (P<0.0001; Figure 7; Supplementary Table S6). The *MEG8* and CB439344 transcripts were also differentially expressed in the supraspinatus (Supplementary Table S6) which has been previously demonstrated for *MEG8* [20]. This shows that CB439344 is directly influenced in *cis* by the callipyge SNP that is 200 kb away and is consistent with the proposal that *MEG8* transcribes a very long non-coding RNA which includes the C/D snoRNA in sheep.

**Figure 7:**
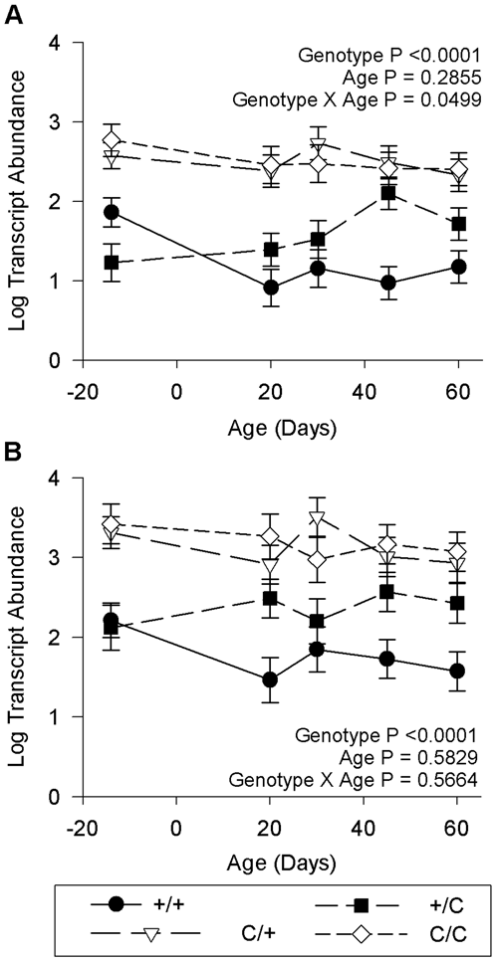
Expression of *MEG8* and CB439344 in the *semimembranosus* influenced by the presence of a maternal callipyge allele. Expression of *MEG8* exons in all four possible callipyge genotypes (A) is shown in comparison to expression of transcript CB439344 (B) that maps to the C/D snoRNA clusters of *MEG8* in cattle. Lambs possessing a maternal callipyge allele (*C/+* and *C/C*) exhibit significantly higher levels of *MEG8* expression and CB439344 than callipyge (*+/C*) and normal lambs (*+/+*).

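At 30 d, *SEPHS2*, which makes the selenium donor for selenocysteine, had a mean log2 RMA value of 6.74 in *C/C* lambs, 6.14 in *C Mat/+* and in normal lambs, and 5.77 in callipyge (*+/C Pat*) lambs. The *C/C* lambs were higher than the *+/C Pat* lambs by 0.96 (SE 0.12, n = 3 and 2 lambs, adjusted p = 0.0246 from limma). Their difference from *C Mat/+* lambs was 0.60 (adjusted p = 0.946) and that from normal lambs was 0.59 (adjusted p = 0.416). The call in *C/C* minus *+/C Pat* was lost with MAS5 values, with a variance for each probe set alone and without either *+/C Pat* lamb. In the paternal allele study the difference of *SEPHS2* between *+/C Pat* and normal lambs over the 4 ages was -0.25 (adjusted p = 0.384).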

One transcript, similar to selenophosphate synthetase 2 *(SEPHS2)*, was up-regulated in the *C/C* semimembranosus, but only at 30 days of age. This result was confirmed by qPCR analysis. (data not shown). Thus, the overall effect of genotype was non-significant across all ages as measured by qPCR. 

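No probe set passed the threshold between *C/C* and *C Mat/+* lambs with limma (smallest adjusted p = 0.58, 1187 with an unadjusted p under 0.05, and 0 with a variance for each probe set alone and with MAS5 values), and 1 passed with array weights. The 2 genotypes differ in the paternal allele, and *DLK1* was 10.18 ± 0.42 (SD, n = 3) in *C/C* lambs and 9.93 ± 0.96 (SD, n = 3) in *C Mat/+* lambs, on the log2 scale. The single *C Mat/+* lambs had 9.555, 9.208 and 11.02, so the third lamb raised their mean. The single *C/C* lambs had 10.44, 9.699 and 10.39. In *C Mat/+* minus +/+, genes of the *DLK1-DIO3* domain rose as a list (1 of 3 higher, 2 when adjusted over the list alone; camera adjusted p = 1.33e-06, adjusted p = 0.0688 with an estimated correlation). In *C/C* minus *+/C Pat*, cytosolic ribosomal proteins had none of 62 past the threshold by limma over all probe sets and 53 higher when adjusted over the list alone, with a median of 0.34 (camera adjusted p = 2.69e-34, adjusted p = 0.406 with an estimated correlation). Fatty acid oxidation had a median of 0.26 in the same contrast (8 of 26 higher when adjusted over the list alone; camera adjusted p = 1.04e-05, adjusted p = 0.406 with an estimated correlation). Fibroblast and connective tissue markers moved the other way in that contrast (median -0.33, camera adjusted p = 8.88e-06, adjusted p = 0.484 with an estimated correlation). In *C Mat/+* minus +/+, markers of endothelial cells (median -0.31, camera adjusted p = 1.92e-05) and of fibroblasts (median -0.14, camera adjusted p = 0.0141) moved down, each with an adjusted p of 0.816 with an estimated correlation. Ribosomal proteins of the cytosol (median 0.11, camera adjusted p = 2.23e-05) and of mitochondria (median 0.145, camera adjusted p = 0.000498) were higher there, also with 0.816. The mitochondrial ones were higher in *C/C* minus *+/C Pat* too (median 0.151, camera adjusted p = 0.00464, adjusted p = 0.658 with an estimated correlation). Both contrasts set further arrays against arrays already obtained, so a difference between array runs may enter, which was not tested.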

No other significant effect of the maternal callipyge allele was detected (Supplementary Table S6).

## Discussion

Callipyge sheep are a unique model for investigating the effects of elevated expression of the paternal and maternal allele-specific transcripts from the *DLK1-DIO3* domain. All of the lambs in this study were actively growing due to the normal neuronal, hormonal, nutritional, and exercise stimuli present in young animals. Callipyge lambs have normal muscle development at birth and just prior to birth, no differences in *DLK1* and *RTL1* expression were detected [20]. One possibility is that mechanical tension and nerve stimulation that occurs when lambs begin to walk and run is the initiating stimulus for differential *DLK1* and *RTL1* expression and the onset of muscle hypertrophy.

Changes in gene expression during muscle hypertrophy can be categorized as the primary causative genes, *DLK1* and *RTL1*, which are known due to the inheritance model, the secondary effector genes that have a direct transcriptional response to *DLK1* and *RTL1* activities and the tertiary responses associated with hypertrophy such as protein accretion, myofiber type and metabolic changes. The mechanisms by which elevated *DLK1* and *RTL1* protein levels initially induce changes in gene expression are not likely to be detected by RNA analysis but the changes in transcript abundance of the secondary and tertiary genes can be collectively identified by gene expression profiling. This study of the *semimembranosus* muscle, along with our previous analysis in the *longissimus dorsi* muscle [47], focused the majority of the microarray analysis on early muscle hypertrophy (10, 20, and 30 days) in an effort to be sure to identify the secondary effector genes that respond to *DLK1* and/or *RTL1* expression. Our initial analysis of the onset of muscle hypertrophy in the *longissimus dorsi* (10, 20 and 30 days) identified 13 probe sets with an effect of genotype [47]. Our results in the *longissimus dorsi* and *semimembranosus* (current study) indicate that changes in gene expression and phenotype have begun at these ages. One older time point, 80 days of age, was included for well-established hypertrophy in the current study and the broadest inclusion of the tertiary responses. 

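From the 12 arrays at 10, 20 and 30 d alone, 142 probe sets had an effect of genotype, 85 higher and 57 lower in callipyge (*+/C Pat*) muscle, and 141 of them also passed over the 4 ages. In the fit of all 16 arrays, the contrast between genotypes at 80 d (2 lambs against 2) gave 153 probe sets, and those at 10, 20 and 30 d gave 14, 9 and 15. *MAPK6*, *CDO1*, *COQ10A* and *HIPK2* passed over 4 ages but not at 10 to 30 d. With MAS5 values of the same arrays, 2 probe sets passed at 10 to 30 d, and 3 passed on RMA values with a variance for each probe set alone. Leaving out the second callipyge lamb at 20 d raised the count at 10 to 30 d to 513, and leaving out the second callipyge lamb at 30 d lowered it to 72.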

Inclusion of this older age as well as the use of different image interpretation algorithms (MAS5 versus RMA) may account for the large increase to 375 probe sets with a significant effect of genotype.

A quantitative PCR validation strategy using a larger data set and three muscles was used to help define secondary and tertiary responses in hypertrophy. We are making the assumption that changes in transcript abundance will correspond to altered protein expression and biological activity, however, we recognize that will not be true for all genes.

Comparisons of the microarray results from Fleming-Waddell et al, [47]and the current results show an overlap of 8 transcripts affected by genotype (*DLK1*, *DNTTIP1*, *LOC513822*, *COQ10A*, *PDE7A*, *PFKM*, *RSPRY1*, and *RPS6KA3*) in both muscles. 

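On the *semimembranosus* arrays, *LOC513822*, which the platform now names *METTL21E* and which encodes a methyltransferase of muscle, was 3.73-fold higher in callipyge (*+/C Pat*) lambs by 1 of its probe sets (log2 difference 1.90, SE 0.164, n = 8 lambs per genotype, adjusted p = 2.84e-05 from limma) and 2.8-fold higher by the other (1.48, SE 0.187, adjusted p = 0.000766). *RPS6KA3*, a kinase activated by the MAP kinases ERK1 and ERK2, was 1.92-fold higher (0.94, SE 0.107, adjusted p = 0.000371), and both callipyge lambs lay above both normal lambs at all 4 ages. *RSPRY1* was 1.56-fold higher (0.65, SE 0.102, adjusted p = 0.00394), with differences of 0.62 at 10 d, 0.21 at 20 d, 0.54 at 30 d and 1.21 at 80 d. With MAS5 values the calls of *RSPRY1*, *RPS6KA3* and the second probe set of *LOC513822* were lost, and that of *RSPRY1* also without the 80 d lambs.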

Seven of the transcripts were verified to be differentially expressed in the *longissimus dorsi* and *semimembranosus* by quantitative PCR with the exception being *RPS6KA3*, where differential expression was only verified in the *longissimus dorsi*. Another analysis of gene expression in the *longissimus dorsi* of callipyge sheep examined neonatal animals (less than 5 days of age) and 80 days when muscle hypertrophy has been well established [48]. This study used technical replicates of pooled RNA from different animals and analyzed differences between genotypes at each age as well as contrasts of normal muscles with different fiber type compositions. All three studies produce different but overlapping groups of genes that are influenced by the callipyge genotype and provide new insights into the potential mechanism of *DLK1* and *RTL1* to alter skeletal muscle growth.

The predominant changes in gene expression identified by cluster analysis were metabolic biological processes as well as changes in the mitochondria and myosin complex. This result was greatly influenced by the state of annotation of the transcripts for the cattle as only 199 of 375 probe sets had sufficient annotation for cluster analysis by DAVID. Included in these metabolic genes are two key rate-limiting allosteric enzymes. The enzyme isocitrate dehydrogenase 2 (*IDH2*) catalyzes the first oxidation-reduction step in the citric acid cycle. This is a key component in the oxidative phosphorylation pathway and is significantly decreased in callipyge hypertrophied muscles. In contrast, muscle phosphofructokinase (*PFKM*) is the first committed rate limiting step for glycolysis. 

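The mean log2 RMA value of *IDH2* was 11.04 in callipyge (*+/C Pat*) and 11.82 in normal *semimembranosus*, a 1.72-fold lower abundance (log2 difference -0.78, SE 0.0982, n = 8 lambs per genotype, adjusted p = 0.000766 from limma). The difference was -0.69 at 10 d, -0.71 at 20 d, -0.78 at 30 d and -0.94 at 80 d, and both callipyge lambs lay below both normal lambs at each age. The call was lost with MAS5 values.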

*PFKM* expression is highly up-regulated in callipyge skeletal muscle. 

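*PFKM* rose from a mean log2 RMA value of 12.08 in normal to 12.62 in callipyge (*+/C Pat*) *semimembranosus*, which is 1.45-fold (log2 difference 0.54, SE 0.0801, n = 8 lambs per genotype, adjusted p = 0.00268 from limma). It was higher by 0.78 at 10 d, 0.24 at 20 d, 0.50 at 30 d and 0.63 at 80 d, with no overlap between the lambs of each genotype at any age. With MAS5 values it no longer passed.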

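Of 12 measured genes of the slow-twitch contractile apparatus, 8 were lower in callipyge (*+/C Pat*) *semimembranosus*, none was higher and 4 did not pass the test (10 lower when adjusted over the list alone). *MYL3*, the slow-twitch and cardiac essential light chain, fell by 1.06 on the log2 scale (SE 0.098, n = 8 lambs per genotype, adjusted p = 5.34e-05 from limma), *TNNC1*, the troponin C of slow and cardiac muscle, fell by 0.77 (SE 0.16, adjusted p = 0.0236), *MYL2*, a regulatory light chain, fell by 0.59 (SE 0.11, adjusted p = 0.0129), *MYH7*, the slow myosin heavy chain, fell by 0.57 (SE 0.129, adjusted p = 0.0365), and *TNNT1*, the slow troponin T, fell by 0.53 (SE 0.0816, adjusted p = 0.00334). The median of the list was -0.48 at 10 d, -0.39 at 20 d, -0.19 at 30 d and -1.01 at 80 d (camera adjusted p = 1.72e-12, adjusted p = 0.0364 with an estimated correlation). Of 12 genes of the fast-twitch apparatus, 1 was higher and none was lower (2 higher when adjusted over the list alone; camera adjusted p = 0.132), and it was *MYLK2*, the myosin light chain kinase of skeletal muscle (0.75, SE 0.125, adjusted p = 0.00536). The list holds the brightest probe set of *MYH1*, a fast myosin heavy chain (0.07, adjusted p = 0.812), while another of its probe sets was lower at all 4 ages (-1.07, SE 0.103, adjusted p = 7.3e-05) and a further one, which Table S1 names *MYH10*, was higher (0.41, SE 0.0907, adjusted p = 0.0333). Developmental myosins and genes of regeneration were not called (1 of 10 higher, 2 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.499). Over the 4 ages, endothelial and fibroblast markers were also lower as lists by camera (adjusted p = 0.302 for both with an estimated correlation). The endothelial medians were -0.01 at 10 d, -0.17 at 20 d, -0.31 at 30 d and -0.36 at 80 d. The fibroblast medians were -0.44, 0.16, -0.06 and -0.42 at the same ages. Quantitative PCR in Table S3 did not show a genotype effect for *MYL3*, which it assayed at a single post-hypertrophy age and in other lambs as well. At 80 d, with hypertrophy established, the arrays gave 10.42 and 10.39 in callipyge against 12.12 and 11.91 in normal lambs. The array difference was thus not found by quantitative PCR at such an age, and the 4 ages of the arrays were not covered. The calls of *MYL2* and *TNNT1* were lost with MAS5 values and without the 80 d lambs, and that of *MYLK2* without the 80 d lambs.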

The expression profile of these two enzymes confirms a shift from oxidative phosphorylation to glycolysis in the muscle as a result of increasing the proportion of type IIB glycolytic myofibers in callipyge sheep [53], [54]. The differences observed in these metabolic transcripts are likely tertiary effects of the fiber type change.

Several candidate genes in our list of validated transcripts suggest that callipyge muscle hypertrophy may be the result of a loss of repression or reduction in a negative feedback mechanism for controlling normal growth signals. Our data suggest that the secondary effector genes may be nuclear regulatory factors (chromatin modifiers, transcription factors or transcription accessory factors) and components of signal transduction pathways.

Two known transcriptional repressors of myogenesis, *HDAC9* and *BHLHB3* (also known as *SHARP1*; *DEC2*) were down-regulated in callipyge muscle. 

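*HDAC9*, a histone deacetylase that represses MEF2-dependent transcription, was 1.73-fold lower in callipyge (*+/C Pat*) *semimembranosus* (log2 difference -0.79, SE 0.117, n = 8 lambs per genotype, adjusted p = 0.00257 from limma), with differences of -0.92 at 10 d, -0.55 at 20 d, -0.52 at 30 d and -1.18 at 80 d. *BHLHB3* was 1.92-fold lower (-0.94, SE 0.122, adjusted p = 0.000868), with differences of -1.02 at 10 d, -0.65 at 20 d, -0.63 at 30 d and -1.47 at 80 d. The callipyge lambs lay below the normal lambs at all 4 ages for both genes. Among myogenic regulators, 1 of 18 was higher and none was lower (3 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.621), the higher one being *MEF2A* (0.39, SE 0.096, adjusted p = 0.0558). In the Notch pathway, 1 of 12 genes was lower and none was higher (1 when adjusted over the list alone; camera adjusted p = 0.123). The calls of *HDAC9* and *MEF2A* were lost with MAS5 values, and that of *MEF2A* also with a variance for each probe set alone and without any of 7 single lambs.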

The role of *HDAC9* in the feedback inhibition of myogenic differentiation has been described [55] and a model for the mechanism of *DLK1* inhibition of *HDAC9* in callipyge muscle has been proposed [48]. *BHLHB3* is a transcriptional repressor of genes containing E-box elements [56]-[60] and along with *BHLHB2* (also known as *SHARP2*; *DEC1*) are members of a fifth circadian clock gene family [61], [62]. *BHLHB3* is in the same family of class B3 proteins as *HES-1*, a downstream target of Notch-1 activation which also inhibits the myogenic regulatory factor, MyoD [63]–[65]. Specifically in muscle, *BHLHB3* exhibits negative regulation of MyoD activation of myogenin transcription in skeletal muscle [66]. Lower levels of *BHLHB3* in callipyge muscle would promote the rate of fusion of individual myoblasts into mature myofibers [67]. DLK1 is thought to act as a ligand for Notch-1 [68] and has been shown to antagonize Notch-1 activity [68]–[70]. Down-regulation of BHLHB3 may be an early indicator of suppression of Notch-1 signaling in callipyge muscle. The chromosomal region on bovine chromosome 5 that contains *BHLHB3* also contains several significant quantitative trait loci (QTL) for muscle growth including dressing percentage and *longissimus dorsi* rib eye area [71].

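Of 24 measured genes of cAMP phosphodiesterases and β-adrenergic signalling, 3 were higher and 1 was lower in callipyge (*+/C Pat*) muscle (6 higher and 3 lower when adjusted over the list alone), and the list was not called (camera adjusted p = 0.234). The probe sets of *PDE4D* and *PDE7A* in Table 2 have no gene symbol on the platform and were not in this list. Its members included *PDE4A* (log2 difference 0.32, SE 0.0898, adjusted p = 0.0955 from limma), *CRTC1*, a coactivator of CREB (0.29, SE 0.0731, adjusted p = 0.06), and *RAMP1*, a receptor activity modifying protein (-0.44, SE 0.1, adjusted p = 0.037). Of 25 genes of the AKT and mTOR pathway, 2 were higher and 1 was lower (3 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.1, just above the threshold). The lower gene was *EIF4EBP1*, which binds the translation initiation factor eIF4E (-0.68, SE 0.127, n = 8 lambs per genotype, adjusted p = 0.0129), and the callipyge lambs lay below the normal lambs at all 4 ages. Translation initiation factors were not called as a list (1 of 31 higher and 1 lower, and the same counts when adjusted over the list alone; camera adjusted p = 0.668). The call of *EIF4EBP1* was lost with MAS5 values, with a variance for each probe set alone and without the 10 d lambs.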

Several transcripts that were confirmed as differentially expressed between callipyge (*+/C^Pat^*) and normal (+/+) muscles have regulatory roles in the β-adrenergic or mTOR/AKT signaling pathways that control postnatal muscle growth. Two phosphodiesterase transcripts, *PDE7A* and *PDE4D*, were validated by quantitative PCR and a third, *PDE8A* was identified by microarray analysis but not validated. 

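*PDE4D* was 3.16-fold higher in callipyge (*+/C Pat*) *semimembranosus*, with a mean log2 RMA value of 11.36 against 9.70 in normal muscle (log2 difference 1.66, SE 0.0966, n = 8 lambs per genotype, adjusted p = 5.4e-07 from limma), and the difference was 1.48 at 10 d, 1.77 at 20 d, 1.09 at 30 d and 2.29 at 80 d. *PDE7A* was 2.59-fold higher (1.38, SE 0.167, adjusted p = 0.000615), by 0.81, 1.08, 1.54 and 2.06 at the same ages, and *PDE8A* was 1.56-fold higher (0.64, SE 0.0987, adjusted p = 0.00327). Both callipyge lambs lay above both normal lambs at all 4 ages for the 3 genes. The call of *PDE8A* was lost with MAS5 values and without the 80 d lambs.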

All three are cAMP-specific phosphodiesterases that hydrolyze cAMP into the inactive substrate 5′-AMP and therefore have a role in regulating the duration and magnitude of cAMP second messenger activities [72]–[74]. Both *PDE7A* and *PDE4D* are members of multi-gene families and each produces a series of splice variants that determine their subcellular location and compartmentalize their effects on cAMP signaling. Identifying the specific variants that are up-regulated and their localization in muscle will be essential to determine their role in muscle hypertrophy.

*PDE4D* accounts for 80% of the phosphodiesterase activity in skeletal muscle and plays a role in lipolysis rates [75]. Expression of *PDE4D* was required for IGF-1 induced myogenic differentiation in rat L6 myoblast cells [76]. *PDE4D* is a component of the β_2_-adrenergic receptor signaling complex in cardiac muscle [77] and has a role preventing the desensitization and down regulation of the β_2_-adrenergic receptor [78], [79]. The up-regulation of *PDE4D* in callipyge muscle could prevent desensitization of the β_2_-adrenergic receptor that would propagate a stronger response to physiological levels of adrenaline in young growing lambs. The phenotype observed in callipyge hypertrophy is very similar to muscle growth induced by β-agonists, which includes an increase in size and proportion of fast twitch myofibers and a decrease in body fat content [80]-[82]. Callipyge sheep do not respond to β-agonist supplementation with additional muscle hypertrophy [80].

*PDE7A* splice variants are expressed in many tissues and are most abundant in skeletal muscle. Messenger RNA levels of *PDE7A* are much higher than corresponding protein levels in the same tissue, suggesting *PDE7A* is regulated at the post-transcriptional and translational level [83]. The quantitative PCR validation showed that *PDE7A* transcripts were up-regulated in all three muscles including the *supraspinatus* which has only has elevated levels of *RTL1* and does not become hypertrophied. This makes *PDE7A* a candidate to be a secondary effector gene since it responds to *RTL1* expression but is not confounded by muscle hypertrophy. Two other transcripts, *APOD* and *KCNN3*, showed a genotypic trend (P<0.10) for differential expression in the *supraspinatus* as well. The up-regulation of *PDE7A* in the supraspinatus is an indicator that *RTL1* expression has a biological activity in skeletal muscle and provides further evidence of its role in the callipyge phenotype beyond the *trans*-interaction of *RTL1* and *RTL1AS* microRNA as a mechanism of polar overdominance [24].

The AKT/mTOR pathway has been shown to be an important signal transduction pathway for regulating muscle growth [63], [84]–[88]. Two transcripts were validated by quantitative PCR, *PARK7* and *TXNIP*, are components of a feedback mechanism controlling AKT activation. Figure 8 shows a working hypothesis for how this pathway may be affected in callipyge lambs. A variety of hormone -receptor interactions, β-adrenergic, insulin or IGF-1 (IGF-1 depicted in Figure 8) stimulate the phosphoinositide-3-kinase (PI3K) pathway to produce phosphatidylinositol (3,4,5) triphosphate (PIP_3_). PTEN (phosphatase and tensin homologue) is a 3′ phosphatase that regulates the pool of PIP_3_ by catalyzing dephosphorylation of PIP_3_ to phosphatidylinositol (3,4) diphosphate (PIP_2_). AKT (also known as protein kinase B) is recruited to the membrane by PIP_3_ and activated via phosphorylation by phosphoinositide-dependent kinase (PDK). Activated AKT can phosphorylate a number of target proteins including mTOR (mammalian target of rapamycin) which in turn activates p70^S6K^ to increase protein synthesis [89].

**Figure 8:**
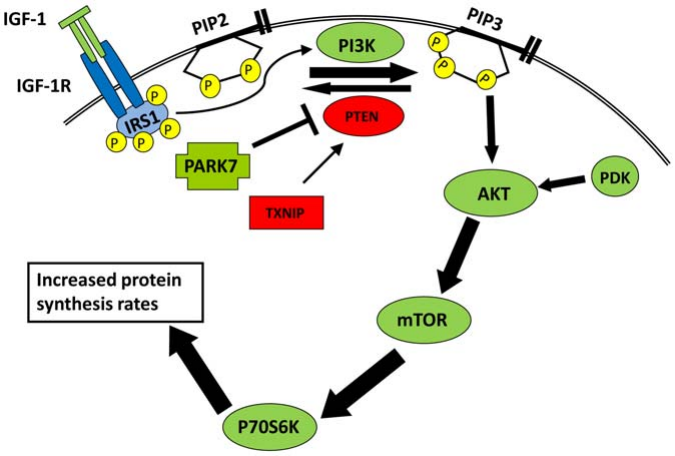
Influence of PARK7 and TXNIP on AKT/mTOR signaling in callipyge muscle hypertrophy. The diagram depicts the AKT response to IGF-1 signaling which increases protein synthesis. Two regulatory proteins of the AKT/mTOR pathway are differentially expressed in callipyge hypertrophied muscles. Factors that are inhibitory of protein synthesis are indicated in red and stimulatory factors are green. Transcripts that were down-regulated in callipyge (+/C^Pat^) muscle are rectangles and transcripts that were up-regulated in callipyge muscle are cross shaped. In this model, the phosphatase activity of PTEN is inhibited by PARK7 and TXNIP and the AKT/mTOR response to normal physiological levels of growth factors is magnified to increase protein synthesis rates.

The PARK7 protein, also known as DJ-1, has been shown to negatively regulate the function of PTEN [90]. PARK7 was up-regulated in both the *semimembranosus* and *longissimus dorsi* which would result in less PTEN phosphatase activity and a higher level or longer duration of AKT activation after growth factor stimulation. 

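Over the 4 ages, *PARK7* had a mean log2 RMA value of 12.01 in callipyge (*+/C Pat*) and 10.9 in normal *semimembranosus*, a 2.16-fold difference (log2 difference 1.11, SE 0.0794, n = 8 lambs per genotype, adjusted p = 4.55e-06 from limma). It was 1.18 at 10 d, 0.66 at 20 d, 1.33 at 30 d and 1.28 at 80 d, and the lambs of the genotypes did not overlap at any age.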

Mouse models of constitutively active AKT induce hypertrophy, specifically in the fast twitch Type IIB fibers of skeletal muscles and cause a reduction in body fat similar to the callipyge phenotype [87], [88]

*TXNIP* was significantly decreased in callipyge *semimembranosus* and is a negative regulator of protein synthesis. 

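*TXNIP*, the thioredoxin-interacting protein, was 1.62-fold lower on the arrays, with a mean log2 RMA value of 11.02 in callipyge (*+/C Pat*) and 11.72 in normal lambs (log2 difference -0.70, SE 0.0771, n = 8 lambs per genotype, adjusted p = 0.000279 from limma). The difference was -1.12 at 10 d, -0.71 at 20 d, -0.28 at 30 d and -0.69 at 80 d, with both callipyge lambs below both normal lambs at each age.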

The TXNIP protein reduces thioredoxin in the cell [91] which is necessary for the reactivation of oxidized PTEN [92], [93]. Therefore reduced levels of TXNIP would decrease the activity of PTEN, allowing an increase in the amount of PIP_3_ available to activate signaling in the AKT/mTOR growth pathway [94]. *TXNIP* knock-out mice show high levels of accumulated inactive PTEN with higher levels of activated AKT resulting in more glycolytic oxidation in their skeletal muscle [94]. Low endogenous levels of *TXNIP* expression caused by genetic variation in pigs were correlated with heavier carcass weights and faster rates of gain in commercial swine breeds [95]. It should be noted that *TXNIP* expression levels were only significantly decreased in callipyge *semimembranosus*, and not in the *longissimus dorsi* indicating that this gene is a muscle specific tertiary response. The altered expression of both *PARK7* and *TXNIP* may explain why semimembranosus muscle undergoes the greatest magnitude of hypertrophy of all muscles in callipyge animals [2], [4], [5].

Gene expression in the two genotypes that have a maternal callipyge allele (*C^Mat^/+* and *C/C*) were compared to both callipyge (*+/C^Pat^*) and normal (+/+) *semimembranosus* to examine the effects of over-expression of the maternal transcripts and their small RNA. Microarray analysis identified differential expression of 9 transcripts at a single age. However, only transcripts located within the *DLK1-DIO3* domain were verified by quantitative PCR to have a significant effect of the maternal callipyge allele in animals from 14 days prenatal to 60 days of age. 

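Besides *MEG3*, *PARK7*, *UCHL1* and *SEPHS2*, the genes past the threshold in *C/C* minus *+/C Pat* at 30 d included *TCEA3*, an elongation factor of RNA polymerase II (0.90, adjusted p = 0.0269 from limma), *CHRNE*, the adult subunit of the muscle acetylcholine receptor (1.32, adjusted p = 0.0451), and *DNAJB1*, a heat shock protein (1.23, adjusted p = 0.0752), which were higher in *C/C* lambs. *CRABP2* (-1.77, adjusted p = 0.0451), the probe sets of *LOC513822* (-2.57, adjusted p = 0.0451, and -2.61, adjusted p = 0.0245), *NEK6* (-1.26, adjusted p = 0.0804) and *PCTP* (-1.37, adjusted p = 0.0774) were lower. Of the 21 probe sets called in any of the contrasts, 13 also had a genotype effect in the paternal allele study. *MEG3* had the same sign there (2.66 and 0.936). Other differences there had the opposite sign: *CRABP2* 1.29, *LOC513822* 1.90 and 1.48, *NEK6* 0.71, *PCTP* 1.09 and *TCEA3* -0.61. The *+/C Pat* arrays at 30 d enter both comparisons with opposite sign, so this opposition is partly built in. *CHRNE* (-0.20) and *DNAJB1* (0.23) had no genotype effect there. In *C Mat/+* minus +/+ the differences of *CRABP2* and *TCEA3* were 0.00 and 0.20, with adjusted p of 1 and 0.957. The calls of *TCEA3* and of the second *LOC513822* probe set in *C/C* minus *+/C Pat* were lost without either *+/C Pat* lamb. With MAS5 values only *MEG3* passed in *C/C* minus *+/C Pat*, and with a variance for each probe set alone only *MEG3*, *PARK7* and *PRPF3* passed in it. The calls of all other genes named in this paragraph were therefore lost in that contrast. From quantitative PCR of the transcripts in its Table S6, the paper concludes that only those of the *DLK1-DIO3* domain respond to the maternal callipyge allele.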

Notably, the transcript annotated as CB439344 occurs nearly 90 kb downstream of the reported end of the four *MEG8* exons in sheep and cow. This transcript falls within a region of C/D snoRNA that were identified in the human *MEG8* [38] and are present in the bovine genome sequence. Our data extend the *cis* effect of the callipyge mutation into the C/D snoRNA clusters hosted in *MEG8* introns and support the hypothesis of a long maternal RNA transcript [39] through this region that could also include the microRNA cluster. The sequence of these C/D snoRNA in humans were not similar to other C/D snoRNA that are methylation guides for rRNA or U snRNA and may have a function other than RNA modification [38]. Target prediction of the microRNA from this domain in mouse and human indicates that they would target a broad variety of genes and not target a specific set of genes [42], [44]. 

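A maternal callipyge allele raised *MEG3* by 3.87 on the log2 scale at 30 d when averaged over lambs with and without the paternal allele (6 lambs with and 4 without the maternal allele, adjusted p = 8.9e-08 from limma). In the same average, 27 probe sets passed the threshold, 3 of them of *MEG3*, with 12 higher and 15 lower with the maternal allele. *MAN2A2*, a Golgi mannosidase, was higher by 1.06 (adjusted p = 0.0322), and 2 probe sets of *EIF4E3*, a member of the eIF4E family, were lower (-0.79, adjusted p = 0.0302, and -0.75, adjusted p = 0.0658). *GAPVD1* was lower (-0.78, adjusted p = 0.0658) and *HMGXB4* was higher (0.74, adjusted p = 0.0759). The average includes the contrast with the *+/C Pat* lambs, so a gene that is high in these 2 lambs also enters it, as *UCHL1* did (-1.01, adjusted p = 0.0671). The arrays without the maternal allele had been obtained before those with it. A difference between array runs may therefore enter the average as well, which was not tested. The count was 5 without the first normal lamb and 59 without the third *C/C* lamb, alternatives chosen after the data had been seen, and the calls of *MAN2A2* and both *EIF4E3* probe sets were lost without either normal lamb.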

We find no evidence that any genes expressed in *semimembranosus* and detectable by the Affymetrix bovine microarray are affected by these maternal allele specific transcripts. This does not rule out the possibility that these genes may have roles in early embryonic development or in the brain [39], [42].

This work has identified several hundred transcripts that were differentially expressed in the callipyge model and 25 genes have been validated by quantitative PCR in a larger sample population. Within this subset, we have identified changes in nuclear repressor expression and feedback mechanisms in two major protein accretion pathways, the β-adrenergic and AKT/mTOR, that were altered in callipyge hypertrophied muscles. The callipyge phenotype in sheep indicates that a significant potential for increased muscle growth remains in livestock without increasing feed intake or body size. The genes identified in this model are primary candidates for naturally regulating postnatal muscle growth in all meat animal species, and may serve as targets to ameliorate muscle atrophy conditions including myopathic diseases and age-related sarcopenia.

## Materials and Methods

### Ethics Statement

All animals were euthanized in a humane manner in accordance with approved Purdue University or Utah State University Animal Care and Use Committee protocols.

### Sample Collection

Planned matings were conducted to produce all four possible genotypes with respect to the callipyge allele. All lambs were genotyped at the callipyge single nucleotide polymorphism (Freking *et al.* 2002; Smit *et al.* 2003) and several microsatellite markers flanking the callipyge locus on chromosome 18. Callipyge (*+/C^Pat^*) and normal (*+/+)* lambs were sampled at 14 days prenatal and 10, 20, 30, 45, 60, 80, 90,110, 130, and 150 days post-partum with at least 3 animals per age and genotype combination for a total of 45 callipyge and 43 normal sheep. At 70 days of age, lambs were placed in individual pens to measure weekly weight gain and *ad libitum* feed consumption. Maternal heterozygotes (*C^Mat^/+*; n = 24) and homozygous (*C/C*; n = 19) lambs were sampled at 14 days prenatal, and 20, 30, 45, and 60 days of age. Lambs were weaned at 60 days of age and placed on a complete mixed ration fed *ad libitum*.

*Longissimus dorsi*, *semimembranosus*, and *supraspinatus* were excised and weighed. *Semimembranosus* samples were frozen in isopentane chilled in liquid nitrogen and sectioned in a cryostat microtome for immunofluorescence detection of fast and slow myofibers. The sections were fixed, stained and measured for cross sectional area using the methods previously described by White et al, [8].

Muscle samples were fixed in RNAlater storage solution (Ambion Inc., Woodlands, TX, USA) immediately after collection. Tissues were homogenized in 4 M guanidinium thiocyanate, 25 mM sodium citrate, 50 mM EDTA, 1% sodium-N-lauroyl-sarcosine. RNA was isolated by ultracentrifugation of the tissue homogenate on a cushion of 5.7 M CsCl, 50 mM EDTA, [96] and then further purified and treated with DNase I using NucleoSpin RNA II columns (Machery-Nagel Inc., Easton, PA, USA).

### Microarrays

RNA samples isolated from the *semimembranosus* muscles of two callipyge and normal lambs at 10, 20, 30 and 80 days of age were used for the paternal callipyge allele microarray experiment for a total of 16 individuals. For the maternal callipyge allele experiment, the *semimembranosus* of three maternal heterozygous (*C^Mat^/+*) and three homozygous (*C/C*) lambs at 30 days of age were used to compare to the 30 day old callipyge (*+/C^Pat^*) and normal microarrays already obtained. Each RNA sample was hybridized to a separate array, resulting in biological replicates for each genotype and age combination. Five micrograms of skeletal muscle total RNA were converted to biotinylated cRNA using the manufacturer's reagents and protocols (Affymetrix Inc., Santa Clara, CA, USA). GeneChip poly-A control factors were included in the cRNA synthesis and 20 µg of cRNA were fragmented and hybridized to the Affymetrix Bovine Expression Array. Eukaryotic hybridization controls and herring sperm DNA were added to the hybridization mix and incubated for 16 h at 45°C. Chips were then stained using streptavidin phycoerytherin. The arrays were scanned using the GeneChip Scanner 3000 and GeneChip Operating Software (GCOS, Affymetrix Inc.). All raw microarray data were deposited in Gene Expression Omnibus (NCBI, Bethesda, MD, USA) in accordance with MIAME compliance (accession no. GSE11780).

### Microarray Analysis

Affymetrix microarray images were interpreted by RMA [49], using Bioconductor in R [97], [98]. RMA values were directly placed into the second stage of the model proposed by Wolfinger [99] since RMA incorporates a transformation and normalization step. The second stage fit a separate model for each gene, allowing each gene its own variability estimate. The ANOVA performed in this step was a mixed model with genotype, age and genotype×age interaction as fixed effects and chip (nested within interaction) as a random effect. Using the p-values obtained from the second stage model for each gene, the Benjamini and Hochberg false discovery rate method [100] was employed to identify genes with significant differential expression between genotype, age, and their interaction. All microarray data analyses were performed in SAS (SAS Institute Inc., Cary, NC, USA).

The microarray analysis for the four genotype comparison used the same steps for image interpretation and the first stage normalization. An ANOVA was performed for the effect of genotype with the following specific pair-wise contrasts: *C/C* vs. *+/C^Pat^*, *C/C* vs. *C^Mat^/+*, and *C^Mat^/+* vs. *+/+*. Each contrast was subjected to its own FDR correction, as described previously.

### Quantitative RT-PCR

Primary annotations of probe set sequences were obtained from the Affymetrix NetAffx Analysis Center. Probe set sequences were also compared to the nonredundant Genbank database by BLAST (NCBI, Bethesda, MD, USA) to confirm the current most representative public ID and annotation for cattle. Transcripts will be discussed by gene name if known, or by bovine locus designation. All annotations and primer designs were performed using bovine sequences. Primers were designed for quantitative PCR (qPCR) from the most representative public ID sequence using Oligo5.0 software (Molecular Biology Insights, Inc., Cascade, CO). All quantitative PCR assays were developed with at least one primer contained within the probe set identity region of the bovine transcript. Primer sequences and quantitative PCR conditions are given in Supplemantary Table 8.

Complimentary DNA (cDNA) was synthesized and diluted according the methods described previously [47]. Primer pairs for qPCR analysis were tested on muscle cDNA from eight individuals using iQ SYBR Green Supermix reagents on an iCycler Real-Time PCR Detection System (Bio-Rad Inc., Hercules, CA, USA). Primer specificity and capture temperature were determined by melt curve analysis. PCR products were cloned into pCR-4TOPO vector and chemically transformed into TOP10 *E. coli* (Invitrogen, Inc). Plasmids were sequenced to confirm that the sheep ortholog of each respective bovine transcript was amplified by the primers. Plasmids with sequence-verified inserts were quantified by fluorometry (Picogreen® dsDNA Quantitation Kit, Invitrogen, Inc) and digested with *Eco*RI.

Quantitative PCR assays were carried out in 15 µL reaction volumes of iQ SYBR Green Supermix with diluted first-strand cDNA equivalent to 100 ng of input RNA. All cDNA samples were assayed in duplicate. Primer sequences and thermal cycling conditions are given in Supplemantary Table 8. Quantification standards were comprised of four 100-fold dilutions of plasmid DNA (10^8^ to 10^2^ or 10^7^ to 10^1^ molecules) and were assayed in triplicate. Standards were used to calculate a linear regression model for threshold cycle relative to transcript abundance in each sample.

Log values for transcript abundance from each sample duplicate were subjected to an ANOVA using the MIXED procedure of SAS® for genotype and age effects as well as the genotype×age interaction. The random effect was defined as animal nested within genotype×age. An alpha of 0.05 was used for all PCR analysis and any significant interactions were parsed into genotype effects at each individual age. Statistical p-values are shown in Supplementary Tables S1 and S4.

## Supporting Information

Table S1 Affymetrix Probe Sets and Annotations with Significant Genotype and Age Effects FDR<0.10
(0.12 MB DOC) Click here for additional data file.

Table S2 DAVID Complete Functional Annotation Clusters
(0.13 MB XLS) Click here for additional data file.

Table S3 Summary of statistical main effects on quantitative PCR gene expression in paternal allele study.
(0.13 MB DOC) Click here for additional data file.

Table S4 Least square means and standard errors of gene expression in semimembranosus of paternal allele study.
(0.19 MB DOC) Click here for additional data file.

Table S5 Least square means and standard errors of gene expression in supraspinatus of paternal allele study.
(0.22 MB DOC) Click here for additional data file.

Table S6 Summary of statistical main effects on qPCR gene expression in maternal allele study.
(0.05 MB DOC) Click here for additional data file.

Table S7 Least square means and standard errors of gene expression in maternal allele study.
(0.17 MB DOC) Click here for additional data file.

Table S8 Quantitative PCR primer sequences, amplification conditions, and sequence identities
(0.13 MB DOC) Click here for additional data file.

# Supplementary material for: Effect of DLK1 and RTL1 but Not MEG3 or MEG8 on Muscle Gene Expression in Callipyge Lambs
**Source:** PLoS One. 2009 Oct 9;4(10):e7399. doi: 10.1371/journal.pone.0007399
**Supplement:** Table S3 — Summary of statistical main effects on quantitative PCR gene expression in paternal allele study. (0.13 MB DOC)

|  | P-Values for Main Effects in Transcripts Validated by qPCR | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | *Semimembranosus* | | | *Longissimus dorsi* | | | *Supraspinatus* | | | |
| Gene | Geno1 | Age | AxG2 | Geno | Age | AxG | Geno | | Age | AxG |
| *APOD* | 0.0001 | 0.0017 | 0.0626 | <0.0001 | 0.0166 | 0.0366 | 0.0718 | | 0.0046 | 0.4887 |
| *AKR1C4* | <0.0001 | 0.0006 | 0.5933 | <0.0001 | <0.0001 | 0.2939 | not detectable | | | |
| *ATF4* | 0.3130 | <0.0001 | 0.7651 | 0.0043 | <0.0001 | 0.8319 | 0.6376 | | 0.0002 | 0.5607 |
| *BHLHB3* | 0.0027 | 0.0059 | 0.2454 | 0.0019 | 0.5905 | 0.8799 | 0.8141 | | 0.0070 | 0.8455 |
| *CABC1* | 0.0017 | 0.0394 | 0.2796 | 0.2161 | <0.0001 | 0.7810 | 0.0683 | | 0.2009 | 0.8667 |
| *CAST* | 0.0067 | 0.0055 | 0.5469 | 0.0794 | <0.0001 | 0.5831 | 0.5051 | | 0.1045 | 0.7138 |
| *CDO1* | <0.0001 | 0.0032 | 0.5923 | 0.0474 | <0.0001 | 0.7137 | 0.8501 | | 0.0041 | 0.6556 |
| *COQ10A* | 0.0058 | 0.2704 | 0.1683 | 0.0048 | 0.2698 | 0.4498 | 0.1890 | | 0.0001 | 0.3931 |
| *DLK1* | <0.0001 | 0.1297 | 0.0012 | <0.0001 | 0.5347 | 0.0019 | 0.5711 | | 0.4235 | 0.3289 |
| *DNTTIP1* | 0.0002 | <0.0001 | 0.0052 | <0.0001 | <0.0001 | 0.0262 | 0.3516 | | <0.0001 | 0.1365 |
| *FCGRT* | 0.0228 | <0.0001 | 0.6279 | 0.5566 | <0.0001 | 0.8514 | 0.5777 | | 0.0151 | 0.4489 |
| *HDAC9* | 0.0005 | 0.8057 | 0.0475 | not measured3 | | | 0.2336 | 0.8534 | | 0.3583 |
| *HIPK2* | 0.0368 | 0.0525 | 0.2270 | 0.0307 | 0.2009 | 0.5433 | 0.6769 | | 0.7954 | 0.4565 |
| *IDH2* | 0.0020 | 0.1898 | 0.8578 | 0.0034 | <0.0001 | 0.7220 | 0.5529 | | 0.2281 | 0.7866 |
| *KCNN3* | 0.0218 | 0.0014 | 0.0562 | 0.0019 | 0.0078 | 0.0209 | 0.0994 | | 0.0027 | 0.6903 |
| *LOC513822* | 0.0104 | <0.0001 | 0.7029 | 0.0282 | <0.0001 | 0.9955 | 0.5605 | | 0.0003 | 0.2541 |
| *LPL* | <0.0001 | 0.0053 | 0.6331 | 0.0068 | <0.0001 | 0.6205 | 0.5442 | | <0.0001 | 0.5984 |
| *MAPK6* | <0.0001 | 0.1057 | 0.4413 | 0.0044 | 0.0992 | 0.4028 | 0.8606 | | 0.0022 | 0.5012 |
| *MEG3* | 0.0028 | 0.5558 | 0.0514 | 0.0001 | 0.0002 | 0.2609 | 0.9125 | | 0.0192 | 0.1751 |
| *PARK7* | 0.0105 | <0.0001 | 0.2493 | <0.0001 | 0.0001 | 0.0591 | 0.7886 | | 0.4990 | 0.2624 |
| *PDE4D* | 0.0198 | <0.0001 | 0.3918 | 0.0016 | <0.0001 | 0.1164 | 0.8817 | | 0.0002 | 0.4358 |
| *PDE7A* | 0.0211 | <0.0001 | 0.5847 | <0.0001 | 0.2063 | 0.2693 | 0.0389 | | 0.2443 | 0.5009 |
| *PFKM* | 0.0002 | <0.0001 | 0.7359 | 0.0198 | <0.0001 | 0.9596 | 0.8790 | | 0.8133 | 0.8062 |
| *RPS6KA3* | 0.6769 | 0.0003 | 0.0099 | 0.0032 | 0.0913 | 0.6462 | 0.8868 | | 0.0278 | 0.6652 |
| *RSPRY1* | 0.0273 | 0.4107 | 0.0355 | 0.0328 | 0.2390 | 0.1864 | 0.7395 | | 0.1241 | 0.7528 |
| *SLC22A3* | <0.0001 | 0.0002 | <0.0001 | <0.0001 | 0.0192 | 0.0212 | 0.8826 | | 0.7446 | 0.2581 |
| *TXNIP* | 0.0002 | 0.0138 | 0.0181 | 0.5992 | 0.0007 | 0.3965 | 0.8191 | | 0.0145 | 0.8028 |
| *RTL1* | <0.0001 | 0.0678 | 0.0850 |  |  |  | <0.0001 | | 0.0340 | 0.0967 |
| *RPLP0-control* | 0.1454 | 0.0004 | 0.1654 | 0.4898 | 0.0256 | 0.4302 | 0.8500 | | 0.0005 | 0.6328 |

|  | P-Values for Main Effects in Transcripts Not Validated by qPCR | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | *Semimembranosus* | | | *Longissimus dorsi* | | | *Supraspinatus* | | |
| Gene | Geno1 | Age | AxG2 | Geno | Age | AxG | Geno | Age | AxG |
| *ARHGAP18* | 0.7623 | 0.1252 | 0.0044 | not measured | | | not measured | | |
| CB535183 | 0.7058 | 0.0014 | 0.0465 | not measured | | | not measured | | |
| *DTNA* | 0.51134 |  |  | not measured | | | not measured | | |
| *ECH1* | 0.76954 |  |  | not measured | | | not measured | | |
| *HMGN2* | 0.21924 |  |  | not measured | | | not measured | | |
| *LOC510404* | 0.62504 |  |  | not measured | | | not measured | | |
| *LOC789894* | 0.4600 | 0.0004 | 0.0218 | not measured | | | not measured | | |
| *MLYCD* | 0.2412 | 0.2212 | 0.9359 | not measured | | | not measured | | |
| *MYL3* | 0.17744 |  |  | not measured | | | not measured | | |
| *NME4* | 0.79304 |  |  | not measured | | | not measured | | |
| *PDLIM1* | 0.1607 | 0.0002 | 0.9922 | not measured | | | not measured | | |
| *PDLIM7* | 0.70704 |  |  | not measured | | | not measured | | |
| *PFKFB1* | 0.2739 | <0.0001 | 0.8285 | not measured | | | not measured | | |
| *PGM1* | 0.30234 |  |  | not measured | | | not measured | | |
| *PIAS2* | 0.71504 |  |  | not measured | | | not measured | | |
| *PKM2* | 0.2174 | 0.0001 | 0.0322 | not measured | | | not measured | | |
| *ROCK2* | 0.6670 | 0.0022 | 0.2335 | not measured | | | not measured | | |
| *TCEA3* | 0.5907 | 0.0018 | 0.0024 | not measured | | | not measured | | |
| *TEX2* | 0.20294 |  |  | not measured | | | not measured | | |
| *TRAF3IP3* | 0.2163 | 0.0455 | 0.1091 | not measured | | | not measured | | |
| *TTYH1* | 0.6681 | 0.1973 | 0.7010 | not measured | | | not measured | | |
| *UCHL1* | 0.64104 |  |  | not measured | | | not measured | | |

1Effect of Genotype
2Age by genotype interaction effect

3Measured by Vuocolo et al.[48].

4No significant effect of genotype at one post-hypertrophy age, no additional ages assayed by qPCR.

# Supplementary material for: Effect of DLK1 and RTL1 but Not MEG3 or MEG8 on Muscle Gene Expression in Callipyge Lambs
**Source:** PLoS One. 2009 Oct 9;4(10):e7399. doi: 10.1371/journal.pone.0007399
**Supplement:** Table S4 — Least square means and standard errors of gene expression in semimembranosus of paternal allele study. (0.19 MB DOC)

1Log10 of least square means and standard errors for transcript abundance per 100 ng input RNA.

2All transcripts were measured on at least six different age points to calculate effect of genotype. Other ages measured to obtain data for these transcripts were 20, 45, 80, 90, 130 and 200 days of age (data not shown in table).

# Supplementary material for: Effect of DLK1 and RTL1 but Not MEG3 or MEG8 on Muscle Gene Expression in Callipyge Lambs
**Source:** PLoS One. 2009 Oct 9;4(10):e7399. doi: 10.1371/journal.pone.0007399
**Supplement:** Table S5 — Least square means and standard errors of gene expression in supraspinatus of paternal allele study. (0.22 MB DOC)

1Log10 of least square means and standard errors for transcript abundance per 100 ng input RNA.

2All transcripts were measured on at least six different age points to calculate effect of genotype. Other ages measured to obtain data for these transcripts were 20, 45, 80, 90, 130 and 200 days of age (data not shown in table).

# Supplementary material for: Effect of DLK1 and RTL1 but Not MEG3 or MEG8 on Muscle Gene Expression in Callipyge Lambs
**Source:** PLoS One. 2009 Oct 9;4(10):e7399. doi: 10.1371/journal.pone.0007399
**Supplement:** Table S6 — Summary of statistical main effects on qPCR gene expression in maternal allele study. (0.05 MB DOC)

|  | P-Values for Main Effects in Transcripts Validated by qPCR | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | *Semimembranosus* | | | *Supraspinatus* | | |
| Gene | Geno1 | Age | AxG2 | Geno | Age | AxG |
| *EIF4A3* | 0.9229 | 0.3322 | 0.3173 | n/a |  |  |
| *MEG33* | <0.0001 | 0.0037 | 0.0256 | <0.0001 | <0.0001 | 0.6708 |
| *MEG83* | <0.0001 | 0.2855 | 0.0499 | <0.0001 | <0.0001 | 0.9722 |
| CB439344 | <0.0001 | 0.5829 | 0.5664 | 0.0003 | <0.0001 | 0.0077 |
| *PARK7* | 0.0328 | 0.0005 | 0.0591 | see Table C.5 | | |
| *PHKA* | 0.5994 | <0.0001 | 0.7037 | n/a |  |  |
| *PRPF3* | 0.2319 | 0.0493 | 0.4406 | n/a |  |  |
| *SEPHS2* | 0.1459 | 0.0158 | 0.2269 | n/a |  |  |
| *SP140* | 0.7271 | 0.0206 | 0.4846 | n/a |  |  |
| *TCEA3* | 0.8839 | <0.0001 | 0.4928 | n/a |  |  |
| *RPLP0* | 0.5236 | 0.3990 | 0.7085 | 0.8792 | 0.0066 | 0.0062 |

1Effect of Genotype
2Age by genotype interaction effect

3Quantitative PCR assays are based on ovine sequences from AF354168 and have been published [20].

# Supplementary material for: Effect of DLK1 and RTL1 but Not MEG3 or MEG8 on Muscle Gene Expression in Callipyge Lambs
**Source:** PLoS One. 2009 Oct 9;4(10):e7399. doi: 10.1371/journal.pone.0007399
**Supplement:** Table S7 — Least square means and standard errors of gene expression in maternal allele study. (0.17 MB DOC)

1Log10 of least square means and standard errors for transcript abundance per 100 ng input RNA.

# Supplementary material for: Effect of DLK1 and RTL1 but Not MEG3 or MEG8 on Muscle Gene Expression in Callipyge Lambs
**Source:** PLoS One. 2009 Oct 9;4(10):e7399. doi: 10.1371/journal.pone.0007399
**Supplement:** Table S8 — Quantitative PCR primer sequences, amplification conditions, and sequence identities (0.13 MB DOC)

1Additional primers and quantitative PCR conditions for the callipyge region of ovine chromosome 18 sequences and microarray target sequences have been published [18, 20, 47, 48].

2Percent similar identity of cloned sheep cDNA amplicon compared to bovine cDNA sequence.

3Sheep amplicon not sequenced due to lack of significance for quantitative PCR analysis.

4Designed directly from sheep sequence.

How the deposited data were processed for this re-analysis (not part of the article)

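*Semimembranosus* RNA of 22 lambs was hybridized to 22 bovine arrays, 1 for each lamb. The lambs were 2 normal (+/+) and 2 callipyge (*+/C Pat*) lambs at each of 10, 20, 30 and 80 d of age, and 3 *C Mat/+* and 3 *C/C* lambs at 30 d. The authors read the array images with MAS5 and deposited the resulting intensity values on a linear scale, without scaling between arrays. They also deposited log2 values of the same arrays made by RMA, which corrects background, normalizes by quantiles and summarizes the probes of a probe set. The versions of MAS5, GCOS and RMA are not given. The 22 columns of RMA values and the 22 columns of MAS5 values were each assigned to a lamb from the deposited labels. The deposited design text gives 10 lambs, whereas these labels give 22 arrays and the paper describes a separate array for each RNA sample.

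The precision of an array was judged from its level and from simulated data. The median MAS5 intensity was 11.5 and 13.3 in the 2 arrays of the first lambs at 20 d, 17.4 to 24 in the arrays at 30 d and 14.4 to 24.8 in the other arrays, so the first 2 were dim. The median distance between the distributions of RMA values was 0.0249 within the 30 d arrays, 0.0251 within the other arrays, 0.165 between these sets, 0.174 between the dim 20 d arrays and the other arrays and 0.0455 between the dim 20 d arrays and the 30 d arrays, so the dim arrays were distributed like those at 30 d. The lambs of both genotypes were balanced over these sets. The steps were tested on simulated data with known changes: for age, 36.4% of changes of 0.5, 88.1% of 1 and 100% of 2 on the log2 scale were recovered, and for *C/C* minus *C Mat/+*, 21.5%, 80.3% and 97.1%.

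Values were analysed in R 4.3.3 with limma 3.58.1. Means for each genotype and age were fitted to the RMA values with lmFit and eBayes, the genotype difference was averaged over the 4 ages, and age and the genotype by age interaction were tested by moderated F-tests. The same model was refitted to the arrays at 10 to 30 d, and the genotype difference within each age was tested as a contrast of the fit to 16 arrays. For the maternal allele, means of the 4 genotypes were fitted to the 10 arrays at 30 d, with the 3 contrasts of the paper and with the effects of each allele and their interaction. P-values were adjusted by the Benjamini and Hochberg method over 24016 probe sets with a threshold of 0.1, as in the paper. Control probe sets were left out and no other filter was applied.

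Gene lists were tested with camera of limma (preset correlation 0.01), with camera at an estimated correlation and with fry, over 1 probe set for each of 9155 genes, the brightest one with a single gene symbol. Of 40 lists, 39 were tested and the kinases named in Table S1 were only counted. The lists covered energy metabolism, mitochondria, contractile fibres, myogenesis, the *DLK1-DIO3* domain and other imprinted genes, signalling, protein synthesis and breakdown, stress, cell cycle, clock genes and markers of other cell types. A signature of 197 higher and 217 lower probe sets from the genotype difference at 10, 20 and 80 d was scored in each lamb at 30 d, as the mean of the higher minus the mean of the lower probe sets.

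The tests, the alternatives, the gene lists and the rule for naming genes were set before the data were examined, except where the text says otherwise. The exceptions include the exact permutation test, and leaving out a lamb at 10 to 30 d, for the interaction and for the allele effects. The lists were written after Table S1 had been read, and the FDR values of Table 2 and Table S1, the p-values of Tables S3 to S7 and Fig. 4 had been seen by then. Named were the genes that the paper names as tested in these muscles, the 10 probe sets with the largest rise and the 10 with the largest fall by genotype among those past the threshold with the same direction at all 4 ages, the 10 with the largest range by age, up to 10 with the smallest p in each comparison at 30 d, the 5 with the smallest p for the interaction, and the up to 4 members of each list with the smallest p. Chosen outside this rule, after their values were seen, were *CRAT*, *CYC1*, *TNNC1*, *MYH7* and *PRDX2* in the lists and *CHRNE*, *DNAJB1*, *NEK6*, *PCTP*, *GAPVD1* and *HMGXB4* at 30 d. Alternatives were a variance for each probe set alone, MAS5 values (scaled to a trimmed mean of 500 with 2% trimmed at each end, an offset of 16 and log2, with and without quantile normalization), the brightest 16369 probe sets or those above the median brightness, a further normalization, array weights, a trended and robust prior, an additive model, a threshold of 0.05, and leaving out each age and each lamb. Where a lamb was left out and 1 lamb remained in its group, that lamb was assumed to vary like the others. Random draws used the seed 11780. The quantitative PCR, the *longissimus dorsi* and the *supraspinatus* are not part of the deposited array values and were left out. Some genes that the naming rule covers are not reported here.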

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

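The exact permutation test of the signature score, and the immediate early genes as a group to weigh, were chosen only after the values had been seen.

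In 8 named probe sets, of which those of *FOS*, *MYH8* and *DNAJB5* had a genotype effect, both callipyge (*+/C Pat*) lambs lay above both normal lambs at one age and below them at another, and the spread between the highest and lowest age difference is given on the log2 scale: *FOS* 5.66, *MYH8* 1.82, *DNAJB5* 1.41, *IGF2* 1.13, *CCND2* 0.911, *MAL* 0.623, *HBA* 0.585 and *PRPF3* 0.362. These differences between ages were not tested singly. Chance separates 2 lambs from 2 in 33.3% of cases at an age, and 4707 of all probe sets had such a pattern, 11 of them among the genotype probe sets.

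The effect of the paternal allele at 30 d differed with the maternal allele in 3 genes by the interaction of the alleles: *MEG3* (-2.54, adjusted p = 0.012 from limma), *PARK7* (-1.37, adjusted p = 0.0416) and *UCHL1* (-2.45, adjusted p = 0.0485). The count was 1 without any of 6 single lambs and with all 22 arrays in the fit.

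Outside the probe sets that the paper lists in Table S1, 452 probe sets had a genotype effect here. The paper does not report an effect of the maternal allele averaged over the paternal allele, in which 27 probe sets passed the threshold.

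Signature scores at 30 d, another analysis that the paper does not report, were -0.474 ± 0.0654 (SD, n = 2) in normal, 0.423 ± 0.183 (n = 2) in *+/C Pat*, -0.214 ± 0.152 (n = 3) in *C Mat/+* and -0.147 ± 0.0433 (n = 3) in *C/C* lambs. The 6 lambs with the maternal allele scored 0.293 above the 2 normal lambs, and each of the 6 lay above both. The *C/C* lambs among them also carry the paternal callipyge allele, so this difference does not isolate the maternal allele. The single *C Mat/+* lambs scored -0.312, -0.292 and -0.0389, and the last of these had the highest *DLK1* value of the 6 (11.02). The higher part of the signature had a median difference of 0.138 in *C/C* minus +/+ (adjusted p = 0.0757 with an estimated correlation) and 0.0834 in *C Mat/+* minus +/+ (adjusted p = 0.194), and its lower part -0.106 (adjusted p = 0.0397) and -0.0873 (adjusted p = 0.04), both 0.101 with all 22 arrays. The RMA normalization as the whole cause was argued against by the MAS5 values, in which the difference was 0.318. That the 2 normal lambs were low by chance stays open and was not put to a test that could exclude it, since a 2-sided exact permutation p of 0.0714 is the smallest that 2 lambs against 6 can give. A partial response of muscle to the maternal allele may also account for the scores and stays open. Parents and other differences between the lambs were not tested. Neither was the array run, since the 6 lambs with the maternal allele were on further arrays and the others on arrays already obtained.

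Of the immediate early genes, *ATF3* and *FOS* were higher and *MYC* and *IER3* were lower in callipyge (*+/C Pat*) muscle, while the list of 16 was not called (camera adjusted p = 0.185). Handling of single lambs or samples may contribute: the deviations of the list's members from their group means had a median pairwise correlation of 0.358, against 0.0633 in random lists, with 0.215 as the upper limit of their central range. With the mean of the other members as a covariate, all 4 genes still passed the threshold. *FOS* changed from 1.52 (adjusted p = 0.0577) to 1.07 (adjusted p = 0.0736), *MYC* from -0.89 to -0.96 and *IER3* from -0.77 to -0.86 on the log2 scale. Of the 16 members, 12 did not pass for genotype, so their mean could take up little of a genotype difference. This result therefore does not decide for an effect of the paternal allele. Both explanations stay open.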

How the results depend on the processing

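Leaving out a lamb at 10 to 30 d alone, for the interaction and for the allele effects, the terms for the dim 20 d arrays and for them with the 30 d arrays as 1 set, the age count without an age, and the brightest probe sets combined with unmoderated variance were chosen only after the data had been seen. The cause was not tested for any change below, except that fewer lambs or ages and a stricter threshold leave less to test.

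The genotype count of 784 was 248 with a variance for each probe set alone, 51 with MAS5 values, 60 with quantile normalized MAS5 values, 425 at a threshold of 0.05, 356 without 10 d, 414 without 30 d, 142 without 80 d, 1385 with a term for the dim 20 d arrays and 382 with the brightest 16369 probe sets and unmoderated variance. Leaving out 1 lamb gave 367 (second *+/C Pat* lamb at 30 d) to 1550 (second *+/C Pat* lamb at 20 d), with 450 without the second normal lamb at 10 d, 482 and 512 without the first and second normal lamb at 30 d, 431 without the first *+/C Pat* lamb at 80 d, and 453 and 426 without the first and second normal lamb at 80 d. The other alternatives, apart from the replicate block below, gave 596 to 1023.

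The count at 10 to 30 d, 142, was 3 with unmoderated variance, 2 with MAS5 values, 6 with quantile normalized MAS5 values, 90 with array weights, 75 at a threshold of 0.05, 290 with the term for the dim arrays, and 72 to 513 without 1 lamb. The age count of 6180 was 3385 with unmoderated variance, 2 with MAS5 values with or without quantile normalization, 4015 in the probe sets above the median brightness, 3685 at a threshold of 0.05, 9728 without 20 d, 922 without 30 d, 1008 without 30 d and the dim arrays, 5451 with a term for these arrays as 1 set, 3133 with the brightest 16369 probe sets and unmoderated variance, and 3481 to 10693 without 1 lamb. The interaction count was 0 by limma in all alternatives (783 at an unadjusted p under 0.05), except 0 to 150 without 1 lamb.

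Of the 30 d counts, *C/C* minus *+/C Pat*, 21, was 4 with unmoderated variance, also in the brightest 16369 probe sets, 1 with MAS5 values with or without quantile normalization, and 8 to 20 without 1 lamb. *C/C* minus *C Mat/+*, 0 by limma (1187 at an unadjusted p under 0.05), was 1 with array weights, with the contrasts adjusted together and with all 22 arrays, and 0 to 1 without 1 lamb. *C Mat/+* minus +/+, 3, was 5 with MAS5 values with or without quantile normalization, 7 with array weights, 6 with all 22 arrays and 2 to 8 without 1 lamb. With all 22 arrays the paternal allele count of 4 was 2 and the interaction of the alleles, 3, was 1. Without 1 lamb these were 0 to 14 and 1 to 4, and the maternal allele count of 27 was 5 to 59.

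With the replicate number as a replicate block within age, the genotype count was 1214 and that at 10 to 30 d was 300, and with a replicate block at 30 d *C/C* minus *+/C Pat* was 5. The numbers did not pair the lambs at every age: same-numbered lambs of the 2 genotypes had a correlation of -0.00941 at 10 d, 0.315 at 20 d, where number 1 marks the dim arrays, 0.113 at 30 d and -0.106 at 80 d, and of 13 same-numbered pairs at 30 d, 5 had one over 0.1 (-0.259 to 0.197).

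The number of gene lists called, 18, was 5 with an estimated correlation, 14 to 23 without 1 lamb and 14 to 23 in the other alternatives. *FLT1*, -0.31 with RMA values, was 0.139 with MAS5 values and 0.177 with quantile normalized MAS5 values. Of 146 named probe sets called for genotype, MAS5 values kept 27, lost 118 and reversed 1, unmoderated variance kept 87 and lost 59, and leaving out 80 d kept 61 and lost 85. The signature kept its direction in all 4 contrasts with the top 100 probe sets, the Table S1 probe sets and all 22 arrays, but with all 22 arrays its lower part was no longer called with an estimated correlation (adjusted p = 0.101 in *C Mat/+* minus +/+ and in *C/C* minus +/+). Signal over background was not measured. Without either of the dim 20 d arrays (median MAS5 intensities of 11.5 and 13.3), the genotype count was 792 or 692.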

Differences from the paper's values

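The combination of the brightest 16369 probe sets with unmoderated variance was chosen only after both counts had been seen. The maternal allele count without the first normal lamb was also chosen after the data had been seen. The other alternatives below were set before the data were examined. All used the paper's threshold of 0.1 unless a threshold is given.

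The paper counts 375 probe sets with a genotype effect and 784 were found here. Within 1.5 times the paper's count were 425 with threshold 0.05, 356 without 10 d, 414 without 30 d. So were 7 counts without 1 lamb: 367 without the second *+/C Pat* lamb and 482 and 512 without the first and second normal lamb at 30 d, 450 without the second normal lamb at 10 d, and 431, 453 and 426 without the first *+/C Pat*, the first normal and the second normal lamb at 80 d. The other alternatives were not. With the combination chosen after seeing the values, 382 passed, of which 337 are in Table S1. Of the paper's 375 probe sets, 332 passed here (188 higher and 144 lower) and 43 did not, the largest adjusted p being 0.535.

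Higher in callipyge were 212 probe sets in the paper and 381 here, with 145 with unmoderated variance, 307 with array weights, 229 with threshold 0.05, 228 without 10 d, 197 without 30 d within 1.5 times, and, without 1 lamb, 288 and 233 (first and second normal, 10 d), 314 and 202 (first and second *+/C Pat*, 30 d), 266 and 267 (first and second normal, 30 d), 229 (first *+/C Pat*, 80 d) and 248 and 231 (first and second normal, 80 d). Lower were 163 in the paper and 403 here, with 196 with threshold 0.05, 128 without 10 d, 217 without 30 d within 1.5 times, and, without 1 lamb, 241 (first *+/C Pat*, 10 d), 217 (second normal, 10 d), 165 (second *+/C Pat*, 30 d), 216 (first normal, 30 d), 202 (first *+/C Pat*, 80 d) and 205 and 195 (first and second normal, 80 d). The combination chosen after seeing the values gave 212 higher and 170 lower, also within 1.5 times. The other alternatives were beyond it. For age, the paper counts 111 probe sets and 6180 were found, and no alternative set before the data were examined came within 1.5 times. Table S1 holds 106 age probe sets, of which 103 passed for age here. For the maternal allele, the paper counts 9 transcripts, and 18 genes or unnamed probe sets passed here, a count made at this setting alone.

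The following FDR values differed, with the alternatives that lie within 1.5 times the paper's value in parentheses, not counting the fits without 1 lamb: *AKR1C4*, 0.0518 in the paper and 0.00378 here (0.0383 with MAS5 values, 0.0358 without 10 d, 0.0421 without 80 d), *APOD*, 0.0377 in the paper and 0.000868 here (0.05 with unmoderated variance), *BHLHB3*, 0.0329 in the paper and 0.000868 here (0.0468 with unmoderated variance, 0.0294 without 80 d), *CABC1*, 0.0099 in the paper and 0.000566 here (0.0108 without 30 d, 0.0131 without 80 d), *CAST*, 0.0076 in the paper and 0.000756 here (0.00822 with unmoderated variance, 0.0076 without 20 d).

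Further ones were *CDO1*, 0.0661 in the paper and 0.0124 here (0.0943 with unmoderated variance), *DLK1*, 0.0014 in the paper and 5.4e-07 here (0.00201 with unmoderated variance), *DNTTIP1*, 0.0014 in the paper and 5.58e-07 here (0.00201 with unmoderated variance, 0.00107 with MAS5 values), *FCGRT*, 0.0105 in the paper and 0.000661 here (0.00837 without 10 d), *HDAC9*, 0.0478 in the paper and 0.00257 here (0.0662 with unmoderated variance).

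The list goes on with *IDH2*, 0.0218 in the paper and 0.000766 here (0.02 without 80 d), *KCNN3*, 0.0010 in the paper and 6.74e-06 here (no alternative within), *LOC513822*, 0.0099 in the paper and 2.84e-05 here (0.0125 with MAS5 values, 0.0128 with quantile normalized MAS5 values), *LOC513822* (second probe set), 0.0518 in the paper and 0.000766 here (0.0577 with unmoderated variance), *LPL*, 0.0046 in the paper and 3.16e-05 here (0.0042 without 80 d).

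Among the rest were *MAPK6*, 0.0288 in the paper and 0.000566 here (0.0312 with MAS5 values, 0.0263 with quantile normalized MAS5 values), *MEG3*, 0.0038 in the paper and 4.95e-05 here (0.00293 without 80 d), *PARK7*, 0.0010 in the paper and 4.55e-06 here (no alternative within), *PDE4D*, 0.0010 in the paper and 5.4e-07 here (0.00148 with quantile normalized MAS5 values), *TXNIP*, 0.0046 in the paper and 0.000279 here (no alternative within).

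Other probe sets were *SLC22A3*, 0.0099 in the paper and 2.84e-05 here (0.0131 with MAS5 values, 0.0144 with quantile normalized MAS5 values), *PFKM*, 0.0187 in the paper and 0.00268 here (0.0241 without 30 d), *PDE7A*, 0.0343 in the paper and 0.000615 here (0.049 with unmoderated variance, 0.024 with MAS5 values, 0.0267 with quantile normalized MAS5 values), *RSPRY1*, 0.0518 in the paper and 0.00394 here (0.0687 with unmoderated variance), *COQ10A*, 0.1033 in the paper and 0.0445 here (0.0807 with array weights).

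The last were *HIPK2*, 0.2177 in the paper and 0.0702 here (0.3 with unmoderated variance, 0.25 without 10 d), *ATF4*, 0.0615 in the paper and 0.014 here (0.0512 without 10 d, 0.0462 without 30 d), *MEG3* in *C Mat/+* minus +/+, 0.0016 in the paper and 1.75e-07 here (no alternative within), CB439344 in *C Mat/+* minus +/+, 0.0829 in the paper and 0.785 here (0.0708 with MAS5 values, 0.0783 with quantile normalized MAS5 values).

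Of the fits without 1 lamb, those within 1.5 times the paper's FDR were, for *HIPK2*, without the first *+/C Pat* lamb at 10 d or the second normal lamb at 30 or 80 d, for *ATF4*, without the second *+/C Pat* or first normal lamb at 30 d or the first *+/C Pat* or second normal lamb at 80 d, and for *COQ10A*, without any lamb but both *+/C Pat* lambs and the first normal lamb at 20 d, the first normal lamb at 10 d and at 30 d, and the second *+/C Pat* lamb at 80 d.

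With unmoderated variance, which is how the paper describes its test, the adjusted p and the FDR of Table S1 had a rank correlation of 0.918. In that setting 11 of 27 genotype FDR values lay within 1.5 times the paper's, against 0 in the main setting.

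The paper names apoptotic factors among the groups that rose in callipyge lambs, and 1 of 34 genes of apoptosis was higher here. It describes all electron transport genes as lower, and 8 of 58 passed as lower, none as higher, with 54 below 0. The paper's groups are drawn from its 375 probe sets and these lists from all measured genes, so the sets are not alike. The paper places *HDAC9* with genes that resemble *DLK1* and elsewhere calls it lower, and here it was lower (-0.79). Where the paper finds no effect of the maternal transcripts on other genes, 27 probe sets passed here for the maternal allele averaged over the paternal allele, including *MAN2A2* and *EIF4E3*. Of the 27, 3 are of *MEG3*, and *UCHL1* and *LOC513822* are high in the 2 *+/C Pat* lambs of this average. The paper had already obtained the arrays without the maternal allele, so this allele cannot be told from a difference between array runs. The count was 5 without the first normal lamb.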

Other observations

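The age counts without an age and with a term for an array set were chosen only after the data had been seen.

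Heat shock proteins rose in callipyge (*+/C Pat*) muscle in 3 of 18 cases, with none lower (11 higher when adjusted over the list alone; camera adjusted p = 5.64e-08, adjusted p = 0.283 with an estimated correlation), among them *HSP90AA1* (0.50) and *DNAJA1* (0.47). Muscle proteolysis had 2 of 18 genes higher (8 higher and 2 lower over the list alone; camera adjusted p = 0.025, adjusted p = 0.302 with an estimated correlation), *CTSB* and *CAST*. In autophagy 3 of 27 were higher (3 higher and 2 lower over the list alone; camera adjusted p = 0.0945, adjusted p = 0.549 with an estimated correlation): *ATG4A*, *ATG4D* and *ATG5*. The unfolded protein and amino acid stress response had 3 of 15 higher (3 over the list alone; camera adjusted p = 0.0514, adjusted p = 0.302 with an estimated correlation): *ATF4*, *ATF3* and *PPP1R15A*. Glycogen metabolism had 2 of 10 higher (4 higher and 1 lower over the list alone; camera adjusted p = 0.03, adjusted p = 0.302 with an estimated correlation), and cytosolic ribosomal proteins 1 of 62 lower, *RPL22* (camera adjusted p = 2.24e-05, adjusted p = 0.564 with an estimated correlation).

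Not called were potassium and calcium handling (3 of 16 higher and 2 lower, adjusted p = 0.275 by camera of limma), circadian clock genes (1 of 7 higher, *RORA*, adjusted p = 0.714), cell cycle genes (1 of 28 higher, *TPX2*, adjusted p = 0.436) and the markers of adipocytes (1 of 16 lower, adjusted p = 0.256), nerve (1 of 12 higher, *UCHL1*, adjusted p = 0.19), smooth muscle (0 of 12, adjusted p = 0.537), erythrocytes (0 of 8, adjusted p = 0.132), leukocytes (0 of 26, adjusted p = 0.537) and satellite cells (0 of 8, adjusted p = 0.558). In *C Mat/+* minus +/+, camera called 5 of 39 lists, 1 with an estimated correlation, and in *C/C* minus *+/C Pat* 7 of 39, none with an estimated correlation.

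The age effect was called in 6180 probe sets of RMA values. The RMA values of the 30 d arrays may have been normalized apart from those of the other ages: across the age probe sets, the difference of 30 d from the other ages had a correlation of 0.485 between RMA and MAS5 values, which does not decide. With a term for the 30 d arrays and the dim 20 d arrays as 1 set, 5451 probe sets were called for age, which bears on this only if both were shifted alike. A further quantile normalization of the RMA values gave 4473, and centring each array on its median gave 4468. Neither setting removes a shift of single probe sets, so these counts do not decide. A change of the muscle between 10 and 80 d stays open as well. Of the probe sets called for age without 30 d, 97.8% had the same direction from 10 to 80 d in MAS5 values. This does not decide either, since both readings come from the same hybridizations and the probe sets were chosen on their RMA values. Both may hold together.

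Exchanging the labels of the samples tested the counts against chance. It can be excluded for the genotype count (784, highest other split 103, 1 of 100 splits as large), the count at 10 to 30 d (142, highest other 57, 1 of 100), the age count (6180, highest other 454, 1 of 100) and the maternal allele count (27, highest other 21, 1 of 100). It cannot be excluded for the number of gene lists (18, highest other 19, 5 of 100), the paternal allele count at 30 d (4, highest other 19, 6 of 100), and the interaction of the alleles (3, highest other 75, 6 of 100). Splits say nothing on a count of 0, which every split reaches, as for the genotype by age interaction (0, highest other 820, 100 of 100) and *C/C* minus *C Mat/+* (0, highest other 7, 10 of 10). For the age count, ages were exchanged within each genotype without regard to the array sets. Those splits therefore cannot tell an effect of age from a shift of the arrays at 30 d. For the maternal allele count, the genotype labels were exchanged over the 10 arrays. Those splits test against no difference of any kind between the genotypes. The 27 probe sets include *MEG3* and genes high in the *+/C Pat* lambs, such as *UCHL1*. An effect of the maternal allele on other genes, or a difference between array runs, is therefore not decided by them.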
